# Acetazolamide Improves Right Ventricular Function and Metabolic Gene Dysregulation in Experimental Pulmonary Arterial Hypertension

**DOI:** 10.3389/fcvm.2021.662870

**Published:** 2021-06-17

**Authors:** Fotios Spyropoulos, Zoe Michael, Benjamin Finander, Sally Vitali, Kosmas Kosmas, Panagiotis Zymaris, Brian T. Kalish, Stella Kourembanas, Helen Christou

**Keywords:** carbonic anhydrase inhibitor, cardiac metabolism, fatty acid oxidation, right heart failure, Sugen 5416 hypoxia model

## Abstract

**Background:** Right ventricular (RV) performance is a key determinant of mortality in pulmonary arterial hypertension (PAH). RV failure is characterized by metabolic dysregulation with unbalanced anaerobic glycolysis, oxidative phosphorylation, and fatty acid oxidation (FAO). We previously found that acetazolamide (ACTZ) treatment modulates the pulmonary inflammatory response and ameliorates experimental PAH.

**Objective:** To evaluate the effect of ACTZ treatment on RV function and metabolic profile in experimental PAH.

**Design/Methods:** In the Sugen 5416/hypoxia (SuHx) rat model of severe PAH, RV transcriptomic analysis was performed by RNA-seq, and top metabolic targets were validated by RT-PCR. We assessed the effect of therapeutic administration of ACTZ in the drinking water on hemodynamics by catheterization [right and left ventricular systolic pressure (RVSP and LVSP, respectively)] and echocardiography [pulmonary artery acceleration time (PAAT), RV wall thickness in diastole (RVWT), RV end-diastolic diameter (RVEDD), tricuspid annular plane systolic excursion (TAPSE)] and on RV hypertrophy (RVH) by Fulton's index (FI) and RV-to-body weight (BW) ratio (RV/BW). We also examined myocardial histopathology and expression of metabolic markers in RV tissues.

**Results:** There was a distinct transcriptomic signature of RVH in the SuHx model of PAH, with significant downregulation of metabolic enzymes involved in fatty acid transport, beta oxidation, and glucose oxidation compared to controls. Treatment with ACTZ led to a pattern of gene expression suggestive of restored metabolic balance in the RV with significantly increased beta oxidation transcripts. In addition, the FAO transcription factor peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Pgc-1*α) was significantly downregulated in untreated SuHx rats compared to controls, and ACTZ treatment restored its expression levels. These metabolic changes were associated with amelioration of the hemodynamic and echocardiographic markers of RVH in the ACTZ-treated SuHx animals and attenuation of cardiomyocyte hypertrophy and RV fibrosis.

**Conclusion:** Acetazolamide treatment prevents the development of PAH, RVH, and fibrosis in the SuHx rat model of severe PAH, improves RV function, and restores the RV metabolic profile.

## Introduction

Pulmonary arterial hypertension (PAH) is a progressively debilitating and ultimately fatal chronic disorder. Patients are often diagnosed at advanced stages of the disease and develop worsening exertional shortness of breath that seriously compromises their quality of life. The pathophysiology of PAH involves pulmonary vasoconstriction and vascular remodeling that promote right ventricular (RV) heart hypertrophy and failure (1). RV function is recognized as the most important prognostic factor (2), and RV failure (RVF) is the principal cause of death in PAH. Despite our improved understanding of the molecular and pathogenetic mechanisms of the disease (3–5), state-of-the-art therapies currently provide only modest improvements in quality of life, and thus, there is an unmet clinical need to develop novel therapies. The primary mechanism targeted by current therapies is vasoconstriction, while therapies that improve RV function do not exist (6). While there has been progress in our understanding of the molecular basis of RVF in PAH, little to no progress has been made in translating this knowledge to clinical therapies (7). In order to improve clinical outcomes in PAH, we must leverage our improved understanding of the pathogenesis of RVF to develop novel therapeutic strategies that directly or indirectly improve RV function (8). In the adult heart, most of the energy requirements (>95%) are provided through mitochondrial oxidative phosphorylation of lipids/fatty acids (FAs) and glucose. FA oxidation (FAO) accounts for 50–70% of energy production, and only about 30% is derived from glucose oxidation (GO) (9). In PAH, RVF is characterized by decreased FAO and increased glycolysis (10). This phenomenon has been described in PAH patients and preclinical models (9, 11–17). Nevertheless, the pathobiological mechanisms that account for this effect are unknown, and specific pharmacotherapies targeting the dysregulated RV metabolism have not been developed.

Carbonic anhydrases (CAs) are ubiquitously expressed enzymes that catalyze the enzymatic hydration of carbon dioxide to bicarbonate and protons. CAs facilitate GO (18), and evidence suggests that CA inhibitors (CAIs) suppress GO and promote FAO (19). Importantly, CAIs are effective in left heart failure, as they improve left ventricular (LV) systolic function by echocardiography *in vivo* (20) and prevent cardiomyocyte hypertrophy *in vitro* (21). However, their effect on RV function in PAH has not been studied.

In the well-established Sugen 5416/hypoxia rat model of PAH (SuHx-PAH), a clinically relevant rodent model, the remodeled RV demonstrates a gene expression profile consistent with a multilevel impairment of FA metabolism (16). This includes increased glycolysis, decreased FAO, and mitochondrial dysfunction. We hypothesized that in SuHx-PAH, CA inhibition with acetazolamide (ACTZ) will promote FAO to restore FA utilization and improve RV function. In this manuscript, we report that treatment with ACTZ improves all aspects of FA transport and FAO and ameliorates adverse RV remodeling.

## Materials and Methods

### Animal Model

Adult (12-week-old) male Sprague–Dawley rats (250–300 g) were purchased from Charles River Laboratories (Wilmington, MA) and acclimatized for 2–3 days prior to the experiments. PAH was induced as previously described (22) with a subcutaneous injection of 20 mg/kg Sugen 5416 (Sigma, St. Louis, MO) in dimethyl sulfoxide (DMSO; Sigma, St. Louis, MO), placement in hypoxia (9% O_2_) for 3 weeks, and return to normoxia. Oxygen was controlled to 9% ± 0.2% by an OxyCycler controller (BioSpherix, Redfield, NY), and ventilation was adjusted with a fan and port holes to remove CO_2_ and ammonia. Control rats were injected with an equal volume of vehicle (DMSO) in normoxia. The endpoints of the study were 24 days after injection (Supplementary Figure 1).

### Treatment Protocol

Rats were randomized into control and ACTZ treatment groups. ACTZ (Spectrum, Gardena, CA) (1.7 mg/ml) was added to the drinking water. Sucrose (5% w/v) was added to treated and control animals to increase water intake. Water consumption was monitored and estimated to be ~20 ml per rat per diem or ~100 mg/kg/day. The treatment protocol consisted of administration of ACTZ from days 7 to 24. Experimental groups: Ctrl (normoxia control with vehicle injection), SuHx (Sugen/Hypoxia), SuHx+ACTZ (Sugen/Hypoxia treated with ACTZ; Supplementary Figure 1).

### Hemodynamic and Ventricular Hypertrophy Measurements

Hemodynamic measurements were performed as previously described (23). Animals were anesthetized with inhalation of 3% isoflurane, intubated through a tracheotomy, and mechanically ventilated on a rodent ventilator (Harvard Apparatus, tidal volume 1 ml/100 g body weight, 60 breaths per minute). The thoracic cavity was opened by incision of the diaphragm. A 23-gauge butterfly needle with tubing attached to a pressure transducer was inserted first into the right ventricle and then into the left ventricle, and pressure measurements were recorded with PowerLab monitoring hardware and software (ADInstruments, Colorado Springs, CO). Mean RV systolic pressure (RVSP) and LV systolic pressure (LVSP) (in mmHg) over the first 10 stable heartbeats were recorded. Mean pulmonary artery pressure (mPAP) for all experimental animals was calculated using our previously published and validated formula (mPAP = 0.53 × RVSP + 2.3) (*r*^2^ = 0.92) (22). RV hypertrophy (RVH) was assessed by weighing RV mass and expressed as Fulton's index (FI, ratio of RV weight to the LV+septal weight) or as the ratio of RV weight to total body weight (RV/BW).

### Lung and Heart Histology and Morphometric Analysis

In a subset of experimental animals, the lungs were inflated by perfusing the trachea with cold 4% paraformaldehyde (PFA), excised, and fixed in 4% PFA overnight at 4°C followed by paraffin embedding. Lung sections (6 μm) were stained with hematoxylin and eosin (H&E) and examined with light microscopy. Images of the arterioles were captured with a microscope digital camera system (Nikon) and analyzed using ImageJ (NIH, USA). Arterioles of comparable size (50–100 μm diameter) per rat from the lungs of 5–6 different rats from each experimental group were evaluated. The percent wall thickness was determined by dividing the area occupied by the vessel wall by the total cross-sectional area of the arteriole as previously reported (4). This method accounts for uneven vessel wall thickness and areas that have obliquely sectioned pulmonary arterioles. In a subset of animals, the heart was stopped in diastole with a KCl injection and the heart was fixed in formalin, embedded in paraffin, and the RV free wall was sectioned longitudinally. Cardiomyocyte hypertrophy was evaluated in H&E-stained sections by measuring the cellular diameter at the level of the nucleus as previously described (24). We used Masson's trichrome stain to detect collagen deposition and quantify interstitial and perivascular fibrosis using ImageJ software as previously described (25). All analyses were performed in a blinded fashion to the experimental groups.

### Echocardiography

Transthoracic 2D M-mode and Doppler images were acquired at the Brigham and Women's Hospital's Cardiovascular Physiology Research Core facility with a Visual Sonics 3100 ultrasound system equipped with an MX250 (13–24 MHz) probe as previously described (26). In brief, animals were lightly anesthetized with isoflurane (1–3%) titrated to maintain a minimum heart rate of 300/min while they continued to breathe spontaneously for the duration of the procedure. Pulmonary hemodynamics were assessed by measurement of pulmonary artery acceleration time (PAAT), pulmonary artery ejection time (ET), and the PAAT/ET ratio to account for heart rate variability. To assess RV morphology and function, the following measures were obtained using M-mode: end-diastolic RV free wall thickness (RVFWTd), end-diastolic RV diameter (RVEDD), and derived tricuspid annular plane systolic excursion (TAPSE). Images were analyzed with Vevo-Lab software (V.3.1.1 FUJIFILM Visualsonics, Toronto, Canada). The sonographer and the analyzer were both blinded to the experimental groups.

### Isolation of mRNA and Transcript Expression Analysis

RNA isolation, analysis, and reporting followed minimum information for publication of quantitative real-time polymerase chain reaction (PCR) experiments (MIQE) criteria (27). Cardiac tissues were lysed with TRIzol reagent (Invitrogen) per manufacturer's instructions and homogenized. RNA quantity and quality were assessed with NanoDrop 2000c spectrophotometer (NanoDrop Technologies). Complementary DNA was generated with the SuperScript III First-Strand Synthesis System (Invitrogen). Quantification of mRNA transcript levels was performed with StepOnePlus RT-PCR cycler (Applied Biosystems) using iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA). Gene-specific primers for all transcript variants were designed across exon–exon junctions when possible and ordered through Integrated DNA Technologies (see Supplementary Table 1 for primer sequences). Nucleoporin 133 (Nup133) was used as a housekeeping gene for normalization. Expression was analyzed with the comparative Ct method (28).

### RNA Sequencing

The RV free wall was dissected and snap frozen in liquid nitrogen. RNA extraction and quantification and sample integrity were performed by Novogene using Nanodrop spectrophotometer and Agilent 2100 bioanalyzer, respectively. Library preparation and sequencing were performed using an Illumina Platform PE150 by Novogene. Fastq files obtained from paired-end sequencing were aligned to the Rattus Norvegicus 6.0 ENSEMBL genome using standard parameters in STAR version 2.5.4a. Raw count files were generated next using Htseq version 0.9.1 with –t exon option enabled to ensure transcript specificity. Differential gene expression was performed using DESeq2 version 1.26.0 using standard parameters. Counts were normalized using a negative binomial distribution as is standard with DESeq2. Experimental and control groups were compared using a Wald test in a pairwise comparison. Only genes with a multiple-comparison adjusted *P* < 0.05 were considered significant in the comparison. Gene Ontology analysis was performed using the PANTHER classification system and a statistical overrepresentation test on significantly changed genes.

### Western Blotting

Western blot analysis was performed as previously described (4). Briefly, RVs were homogenized in radioimmunoprecipitation assay (RIPA) lysis buffer containing cOmplete™ protease inhibitor (Roche, Indianapolis, IN), and protein concentration was determined by Pierce BCA protein assay kit (ThermoFisher). Proteins were separated by 12% Tris SDS polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (Bio-Rad) using a semi-dry system (Bio-Rad). Membranes were blocked with 5% w/v non-fat dry milk, incubated with primary antibodies (4°C, overnight), and incubated with secondary antibodies at room temperature for 1 h. Proteins were detected by horseradish peroxidase (HRP) chemiluminescence, and lanes were quantified using ImageJ analysis software. An antibody against ACADM (1:10,000; ERP3708) was purchased from Abcam. The vinculin antibody (1:1,000; E1E9V) was purchased from Cell Signaling and was used as a loading control.

### Statistical Analysis

Statistical analyses were performed using GraphPad Prism (GraphPad Software, La Jolla, CA). We used one-way ANOVA with Tukey's posttest (when comparing multiple groups) or Student's t-test (when comparing two groups). Where numbers permitted, we used the D'Agostino and Pearson omnibus normality test, and data with non-Gaussian distribution were analyzed by Kruskal–Wallis test with Dunn's posttest or Mann–Whitney U test. Data are presented as individual data points and mean with standard deviation (SD) or as mean with standard error of the mean (SEM). Individual statistical tests are described in the corresponding figure legends. *P* < 0.05 were considered statistically significant.

## Results

### Transcriptional Signature of Right Ventricular Hypertrophy in Sugen 5416/Hypoxia-Induced Pulmonary Hypertension

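RNA sequencing was performed on the RV free wall of 5 SuHx rats and 5 control (Ctl) rats, with 1 library per rat. SuHx rats had received 20 mg/kg of SU5416 (Sugen), a blocker of the vascular endothelial growth factor receptor, and 3 weeks at 9% oxygen, and Ctl rats had received the vehicle in normoxia. The authors aligned the paired reads with STAR to the Ensembl rat genome and counted those over exons with HTSeq, and they deposited the read count of each gene without normalization. Reads counted on genes ranged from 15636142 to 19531367 in the Ctl group, with a median of 16944705. In the SuHx group they ranged from 14190200 to 15517684, with a median of 14969847. Every Ctl library therefore had more reads than every SuHx library (two-sided exact permutation test, p = 0.00794, the smallest p that 5 rats against 5 allow). Mitochondrial genes took 31.1% ± 3.82 of these reads in Ctl rats (SD, n = 5) and 26.8% ± 3.23 in SuHx rats (SD, n = 5). With 5 rats per group, no difference was detected (two-sided exact permutation test, p = 0.111). No pair of libraries from the same group held the same counts within sampling noise. The deposited counts were tested here with edgeR's quasi-likelihood test after normalization by the trimmed mean of M-values (TMM). Of 30211 genes in the files, the 12846 with enough reads entered the test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. DESeq2, the tool of the authors, was run on the same counts as an alternative. The paper's text does not state whether the counting used the strand of each read, so counts of overlapping antisense genes and of near-identical paralogs are uncertain.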

We used RNA sequencing to characterize the transcriptomic profile of the RV and evaluate differential expression of genes during SuHx-induced RVH at an early time point, 24 days after Sugen injection and hypoxic exposure. 

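By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 653 genes were upregulated and 438 were downregulated in the RV of SuHx rats. Of these genes, 292 upregulated and 170 downregulated ones changed at least 2-fold. The values of the 5 SuHx rats did not overlap those of the 5 Ctl rats in 457 of the upregulated and 354 of the downregulated genes. Over all tested genes, 1349 (10.5%) had no overlap between the groups, against 0.794% that chance gives for 5 rats against 5. DESeq2 called 1119 upregulated and 883 downregulated genes, which included 652 and 437 of those called by edgeR. The alternative that moved the counts most kept only Ctl rats 34 and 36 as controls and left 1 upregulated and 3 downregulated genes. Leaving out 1 Ctl rat gave 336 upregulated and 227 downregulated genes without rat 34, 304 and 183 without rat 36, 246 and 122 without rat 52, 224 and 107 without rat 53, and 291 and 133 without rat 54. Leaving out 1 SuHx rat gave 244 and 128 genes without rat 23, 1000 and 879 without rat 24, 312 and 267 without rat 25, 510 and 402 without rat 29, and 787 and 552 without rat 30. The first principal component held 41.6% of the variance, with Ctl rats between -40.6 and -27.6. SuHx rats lay at -3.38 (rat 24), 6.54 (rat 30), 35.7 (rat 29), 46.8 (rat 23) and 78.0 (rat 25).
Among called genes with no overlap between the groups and at least 1 CPM (edgeR's depth-normalized counts) in a group, the 5 largest increases were those of Cyp1a1, Fgf23, Fcgr3a, Sbsn and Cpeb1. Cyp1a1, which encodes a cytochrome P450 enzyme, rose from 0.106 ± 0.204 CPM in Ctl rats (SD, n = 5) to 264 ± 198 CPM in SuHx rats (SD, n = 5), a log2 fold change of 11.30 (standard error 1.27, adjusted p = 0.00158 by edgeR, 0.0730 by limma-voom). Ctl rat 53 held 7 of its 8 Ctl reads, and without this rat the log2 fold change was 13.52. Fgf23 had a log2 fold change of 5.20 (standard error 1.05, adjusted p = 0.0159 by edgeR), which was 3.53 without SuHx rat 29. Sbsn had a log2 fold change of 4.81 (standard error 0.78, adjusted p = 0.00716 by edgeR). Among the 5 largest decreases were those of Alox15, Sec14l5, Fbxw10 and Fbp2. Alox15, which encodes an arachidonate lipoxygenase, fell from 9.89 ± 9.04 CPM (SD, n = 5) to 0.345 ± 0.135 CPM (SD, n = 5), a log2 fold change of -4.81 (standard error 0.59, adjusted p = 0.00261 by edgeR, 0.0570 by limma-voom), and -4.10 without Ctl rat 34. Log2 fold changes were -3.52 for Sec14l5 (adjusted p = 0.0253), -2.98 for Fbxw10 (0.00540) and -2.90 for Fbp2 (0.0461), all by edgeR. Without SuHx rat 30 they were -5.00 for Sec14l5 and -3.75 for Fbp2. Sec14l5 was not called without Ctl rat 36, 53 or 54 or SuHx rat 23 (adjusted p by edgeR of 0.0561, 0.0570, 0.0604 and 0.0577). Fbp2 was called only without SuHx rat 24 or 30 (adjusted p by edgeR of 0.0317 and 0.0275) when 1 rat was left out, and its adjusted p lay between 0.0649 and 0.101 with any other rat left out.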

There was a distinct transcriptomic signature in the RV of SuHx animals compared to controls, with 1,129 upregulated and 892 downregulated genes with a false discovery rate (FDR) <5% (Figure 1; Supplementary Figure 2). We subsequently performed quantitative PCR (qPCR) on a different cohort of animals to validate the RNA sequencing data. We successfully validated four of the transcripts that were among the most significantly and differentially upregulated (Table 1). 

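Ankrd2, Fam110c, Fcgr3a and Cpeb1 in the sequenced rats differed in how many reads lay behind each value. Fcgr3a, which encodes a receptor for the constant part of immunoglobulin G, rose from 0.0839 ± 0.0812 CPM in Ctl rats (SD, n = 5) to 3.22 ± 1.84 CPM in SuHx rats (SD, n = 5). Its log2 fold change was 5.13 (standard error 0.68, adjusted p = 0.00353 by edgeR), a 35.1-fold increase. Cpeb1, which encodes a protein that binds messenger RNA tails, rose from 0.168 ± 0.145 CPM (SD, n = 5) to 4.65 ± 2.09 CPM (SD, n = 5). Its log2 fold change was 4.80 (standard error 0.59, adjusted p = 0.00260 by edgeR), a 27.8-fold increase. Both genes were higher in every SuHx rat than in every Ctl rat. Leaving out 1 rat at a time kept the log2 fold change of Fcgr3a between 4.77 and 5.86 (without Ctl rat 36) and that of Cpeb1 between 4.48 and 5.20. Ankrd2 and Fam110c had too few reads to enter the edgeR test. Ankrd2 had 107 reads in 4 of the 5 SuHx libraries and 1 read in the Ctl libraries, a depth-adjusted ratio of 115 with a 95% counting interval from 20.2 to 4593. The ratio was 64.4 without SuHx rat 29, and none could be given without Ctl rat 52, which held the Ctl read. Fam110c had 71 reads in 4 of the 5 SuHx libraries and 0 in the Ctl libraries, so its expression was at least 25.5-fold higher against a floor of 3 counts over the Ctl group. The bound for Fam110c was 19.2 without Ctl rat 34, 19.6 without Ctl rat 36 and 15.8 without SuHx rat 29. The interval and the floor cover counting error only. Without the filter on low counts, edgeR gave an adjusted p of 0.0160 for Ankrd2 and 0.0199 for Fam110c. DESeq2 gave fold changes of 82.8 for Ankrd2 and 81.6 for Fam110c, both with an adjusted p of 2.41e-04, and 38.0 for Fcgr3a and 28.8 for Cpeb1. The paper's reported sequencing fold changes for these genes are 82.82346937, 81.57599817, 38.00645515 and 28.80605667 (Table 1).

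**Figure D1:**
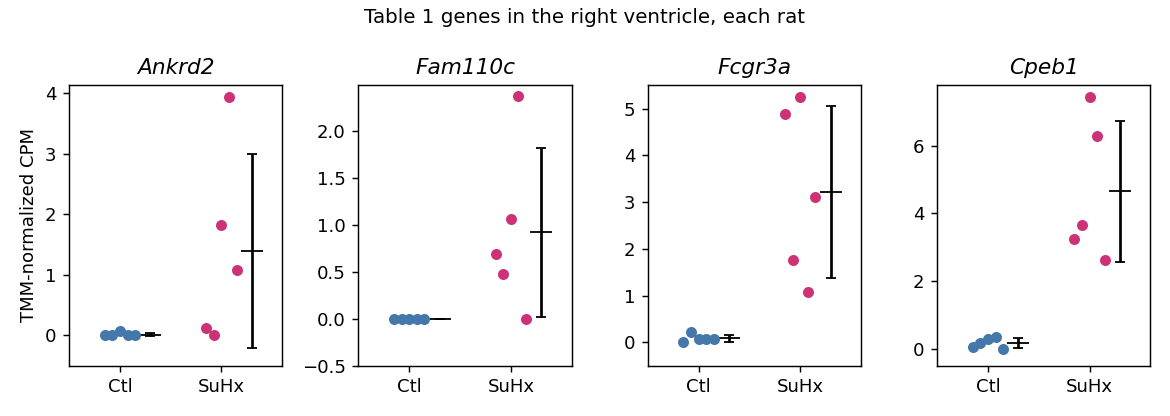
TMM-normalized CPM (vertical axis) of Ankrd2, Fam110c, Fcgr3a and Cpeb1 in each rat, with Ctl rats in blue and SuHx rats in red. Dots are rats, and the black bars give the mean and SD of each group (n = 5). Fcgr3a and Cpeb1 are above every Ctl rat in all 5 SuHx rats, and Ankrd2 and Fam110c are above 0 in 4 of 5.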

We then proceeded with gene ontology analysis that revealed that the most upregulated transcripts were related to inflammatory pathways, cell proliferation, and cytoskeleton organization and that the most downregulated pathways were related to mitochondrial function and metabolic processes including fatty acid oxidation (FAO) and lipid metabolism (Figure 2; Data Sheets 1–6 in Supplementary Material). 

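Gene lists of 9 processes were written from general knowledge before the data were examined, since the gene ontology annotation was not used here. The paper names several of these processes as changed in the same libraries, so tests of those lists are not independent evidence for its findings. Each list was tested with camera, a test of whether a list's genes shift relative to all other genes, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 9 lists. The inflammation list rose most, with a median log2 fold change of 0.94 over 38 genes (camera, adjusted p = 8.67e-11). Of these genes, 16 were called higher by edgeR and 23 when adjusted over the list alone, and 1 gene, Cxcl12, was called lower, with a log2 fold change of -1.097 and named after its value was seen. The cytoskeleton organization list had a median log2 fold change of 0.21 over 49 genes (camera, adjusted p = 0.00678), with 11 genes called higher and none lower by edgeR, and the median was 0.086 without SuHx rat 25. At an unadjusted p under 0.05, 2 of its genes were lower, and DESeq2 called 1 gene lower and limma-voom 0. The extracellular matrix and fibrosis list had a median of 0.35 over 37 genes (camera, adjusted p = 0.0125), with 7 called higher. No shift was detected in the cell proliferation list, with a median of -0.02 over 38 genes (camera, adjusted p = 0.558). None of its genes was called by edgeR or limma-voom, DESeq2 called 1 higher and 2 lower, and 2 were higher and 6 lower at an unadjusted p under 0.05. Among metabolic lists, fatty acid uptake and storage had a median log2 fold change of -0.37 over 23 genes (camera, adjusted p = 3.21e-04), which was -0.62 without SuHx rat 24. Lpl, Gpam, Agpat3 and Lpin1, named after their values were seen, were its 4 genes called lower by edgeR, and 8 were called lower when adjusted over the list alone. Acsl5, also named after its value was seen, rose by 0.44 on the log2 scale and was called higher when adjusted over the list alone and by DESeq2. The citric acid cycle and pyruvate dehydrogenase list had a median of -0.14 over 21 genes (camera, adjusted p = 0.0252). No gene of it was called by edgeR or limma-voom, 4 were lower at an unadjusted p under 0.05, and DESeq2 called 1. The oxidative phosphorylation list did not shift, with a median of 0.04 over 73 genes (camera, adjusted p = 0.836) and 1 called gene, Ndufa12, which rose. With fry, a rotation test that keeps the correlation between genes, only the fatty acid oxidation and inflammation lists passed (adjusted p = 0.0293 and 0.0152), and with the correlation estimated from the data no list passed in camera. Of the alternative samples and tools, the one that moved the median of a process list most kept only Ctl rats 34 and 36 as controls, where the cell proliferation list had a median of -0.45 and passed the threshold. The oxidative phosphorylation list fell with 1 surrogate variable (median -0.21, camera adjusted p = 4.41e-09) and with SuHx rats 29 and 30 only (median -0.16, camera adjusted p = 2.99e-04). The list of the citric acid cycle did not pass without Ctl rat 53, Ctl rat 54 or SuHx rat 29 (camera, adjusted p = 0.0701, 0.0751 and 0.170), and its median was -0.23 without SuHx rat 30. The extracellular matrix and fibrosis list did not pass without Ctl rat 54 or SuHx rat 29 (camera, adjusted p = 0.0663 and 0.186), with medians of 0.27 and 0.10. Without SuHx rat 29 the oxidative phosphorylation list passed, with a median of 0.13 (camera, adjusted p = 0.0316). The correlation estimated between genes of this list was 0.749, far above the preset 0.01. Dividing the 10 libraries into 5 and 5 with the conditions mixed gave it a camera p as small as 6.74e-33. A small camera p of this list, in either direction, is therefore no evidence of a shift by itself. An exact permutation test of the mean per rat was added after the camera results were seen. By it, the mean log2 CPM of the inflammation list was higher in all 5 SuHx rats than in any Ctl rat, by 0.88 on average (two-sided exact permutation test, p = 0.00794, adjusted over 9 lists 0.0357).
The lists in the paper's own overrepresentation test (Data Sheets 1–6) held 1121 upregulated and 903 downregulated genes, while its text states 1129 and 892. In these sheets, 71 of the 448 genes of the inflammatory response term were in the upregulated list, with an FDR of 5.77e-12. Positive regulation of cell population proliferation had 83 of 1027 genes there, with an FDR of 0.00711 in the paper. In the downregulated list were 20 of the 57 genes of fatty acid beta-oxidation, with an FDR of 4.33e-09, and 79 of 1114 genes of lipid metabolic process, with an FDR of 9.87e-04. The mitochondrion term was overrepresented in the paper's downregulated list (111 of 1587 genes, FDR 3.39e-05) and also in its upregulated list (115 of 1587 genes, FDR 0.0196).

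**Figure D2:**
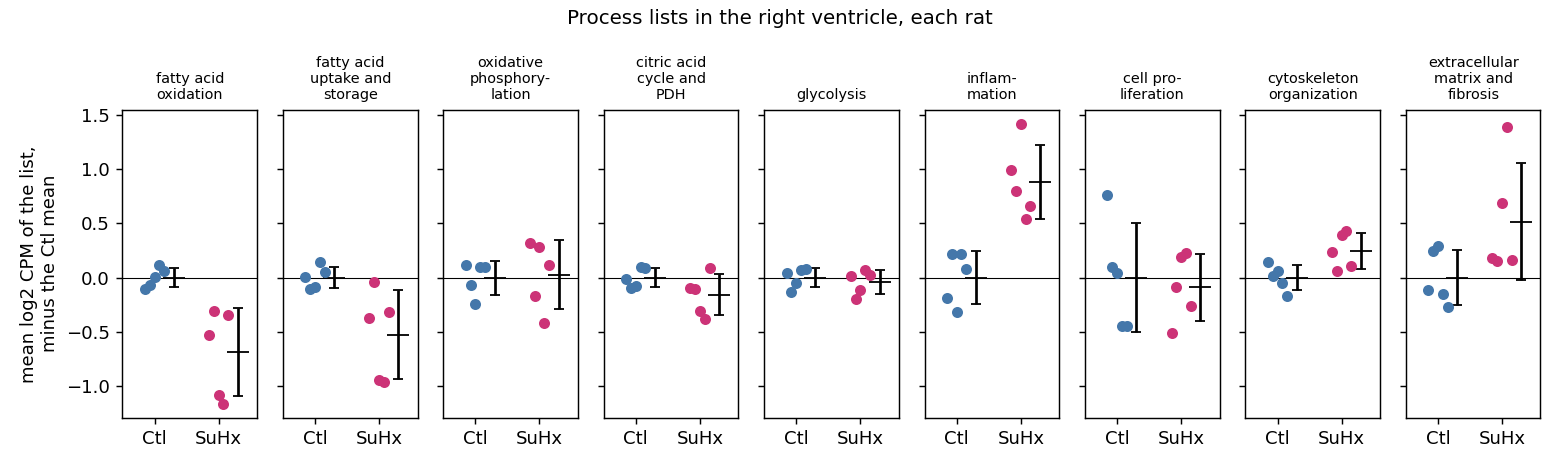
Mean log2 CPM of each process list in each rat, minus the mean of the Ctl rats (vertical axis), with Ctl rats in blue and SuHx rats in red. Dots are rats, and the black bars give the mean and SD of each group (n = 5). The inflammation and fatty acid oxidation lists separate the groups fully.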

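The list of FAO genes held 32 names, of which 30 were tested, and all 30 had a negative log2 fold change in SuHx rats, with a median of -0.65 (camera, adjusted p = 5.30e-11). By edgeR, 10 of them were called lower and 0 higher, and 21 were called lower when adjusted over the list alone. At an unadjusted p under 0.05, 22 were lower and 0 higher. DESeq2 called 19 lower and limma-voom 12, and both called 0 higher. The mean log2 CPM of the list fell by 0.69 on average in SuHx rats and was lower in each of them than in any Ctl rat (two-sided exact permutation test, added after the camera result was seen, p = 0.00794, adjusted over 9 lists 0.0357). The genes with the smallest p were Decr1, Ehhadh, Hadha, Crat and Hadhb. Decr1, which encodes a dienoyl-CoA reductase, had a log2 fold change of -1.16 (adjusted p = 0.00809 by edgeR). Ehhadh, of the peroxisome, had -1.18 (adjusted p = 0.0173 by edgeR). Hadha and Hadhb, the subunits of the mitochondrial trifunctional protein, had -0.91 and -0.75 (adjusted p = 0.0254 and 0.0325 by edgeR). Crat, a carnitine acetyltransferase, had -0.85 (adjusted p = 0.0292 by edgeR). Hadha was not called without Ctl rat 52, 53 or 54 or SuHx rat 23 (adjusted p by edgeR of 0.0601, 0.0648, 0.0590 and 0.0619). Crat was not called without Ctl rat 36, 52, 53 or 54 or SuHx rat 23 (0.0503, 0.0730, 0.0747, 0.0665 and 0.0560). Hadhb was called only without SuHx rat 24, 29 or 30, and its adjusted p lay between 0.0505 and 0.0792 with any other rat left out. Leaving out 1 rat, which by itself lowers the power, changed the number of genes called lower. It was 4 without Ctl rat 34, 3 without Ctl rat 36 and 2 without Ctl rat 52, 53 or 54. It was 3 without SuHx rat 23, 19 without SuHx rat 24, 4 without SuHx rat 25 and 16 without SuHx rat 30. With 1 surrogate variable in the model it was 0, and the median of the list was -0.49. The median of the list stayed between -0.78 and -0.54 with 1 rat left out.

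**Figure D3:**
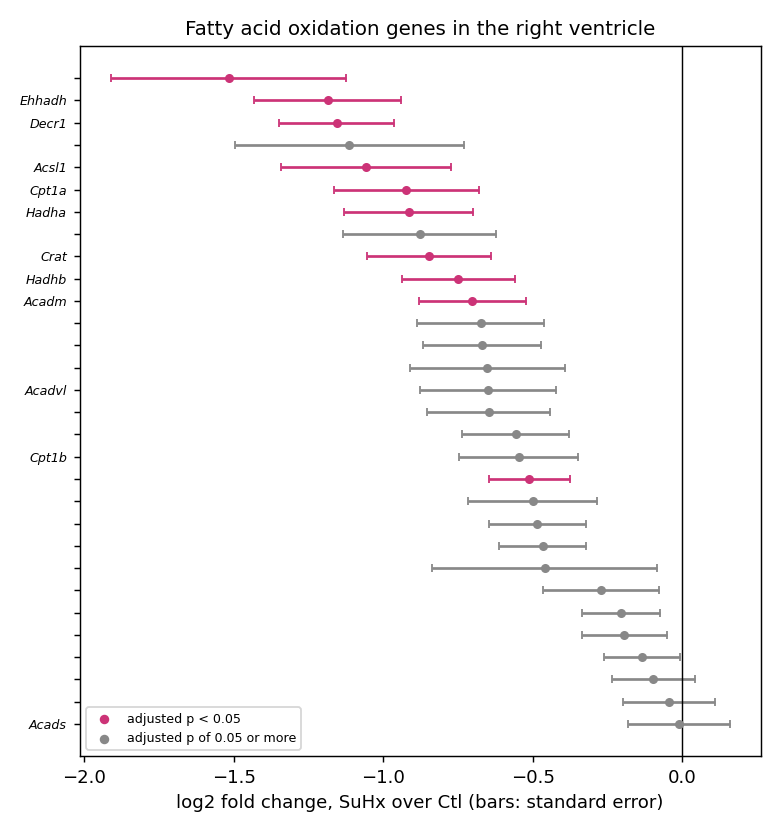
Log2 fold change of each tested FAO gene in the RV of SuHx over Ctl rats (horizontal axis, 5 rats per group), with bars for the standard error. Genes called by edgeR are in red, and the others are in gray. Genes named in the text are labelled. All 30 genes lie below 0.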

When we evaluated transcripts involved in FAO, most significantly changed (FDR <5%) transcripts were downregulated (Supplementary Figure 3), suggesting a metabolic switch with decreased FAO.

**Figure 1:**
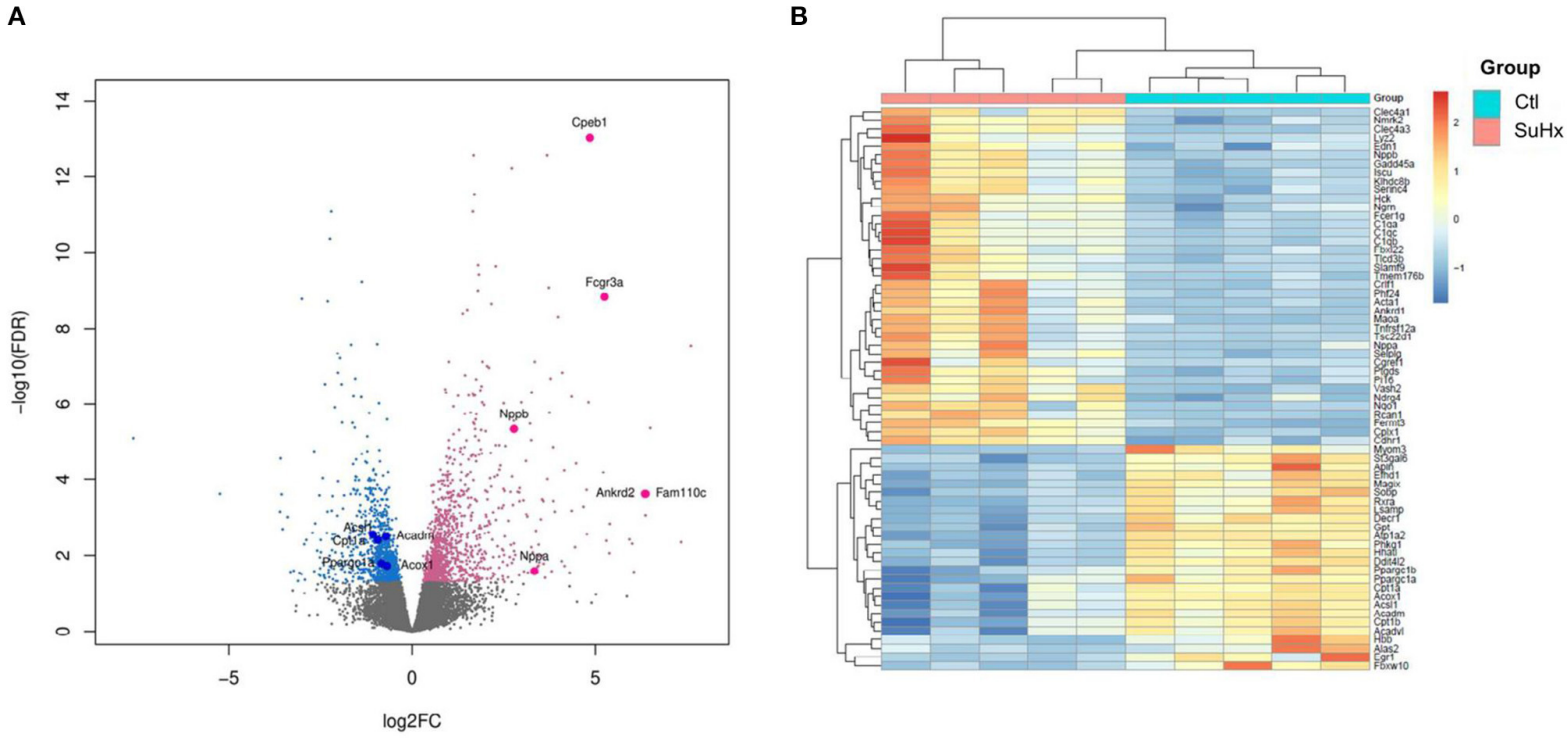
Differential expression of RV genes reveals a distinct signature between Sugen 5416/hypoxia (SuHx) and control (Ctl) groups. **(A)** Volcano plot of the cardiac mRNA transcripts of the RV in the SuHx vs. Ctl groups. Significantly downregulated genes are in blue, significantly upregulated genes are in pink, nonsignificant genes are in gray. Highlighted, upregulated classic markers of ventricular hypertrophy and failure (*Nppa, Nppb*), downregulated genes involved in fatty acid metabolism (*Ppargc1a Cpt1a, Acadm, Acox1*, and *Acsl1*), and upregulated genes that were used for RNA sequencing validation (*Ankrd2, Fam110c, FCGR3a, and Cpeb1*). **(B)** *Z*-score heatmap of 65 significantly differentially expressed genes related to metabolic pathways between SuHx and control groups, *n* = 5 individual animals per group. For experimental design (see Supplementary Figure 1).

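Cpt1a encodes a form of the carnitine palmitoyltransferase that admits fatty acids to mitochondria, and Cpt1b, at 486 CPM in Ctl rats, encodes another. In the sequenced RV, Cpt1a fell from 67.0 ± 3.65 CPM in Ctl rats (SD, n = 5) to 35.4 ± 15.0 CPM in SuHx rats (SD, n = 5). Its log2 fold change was -0.92 (standard error 0.24, adjusted p = 0.0363 by edgeR). Acadm, a medium-chain acyl-CoA dehydrogenase, fell from 841 ± 96.2 CPM (SD, n = 5) to 517 ± 136 CPM (SD, n = 5), a log2 fold change of -0.70 (standard error 0.18, adjusted p = 0.0339 by edgeR). For Acsl1, a long-chain acyl-CoA synthetase, the values were 947 ± 92.6 CPM (SD, n = 5) and 456 ± 225 CPM (SD, n = 5), a log2 fold change of -1.06 (standard error 0.28, adjusted p = 0.0403 by edgeR). Each of these genes was lower in every SuHx rat than in every Ctl rat. Leaving out 1 rat at a time kept the log2 fold changes negative, but the calls of Cpt1a, Acadm and Acsl1 remained only without SuHx rat 24 (adjusted p = 0.00913, 0.0156 and 0.0104 by edgeR) or without SuHx rat 30 (0.0287, 0.0262 and 0.0300). With any other rat left out the adjusted p by edgeR lay between 0.0503 and 0.0807 for Cpt1a, 0.0501 and 0.0875 for Acadm, and 0.0520 and 0.0907 for Acsl1. Of the 65 gene names read from Fig. 1B, all 65 changed here in the direction shown, 39 higher and 26 lower. Calls by edgeR covered 59 of them, and by DESeq2 all 65. Among the 6 names not called by edgeR were Nppa, Ppargc1a, Ppargc1b, Cpt1b and Acadvl, named after their values were seen. The values of the 2 groups did not overlap in 60 of the 65 genes. These genes were chosen by the study on the same libraries, so the tally is not independent evidence.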

**Table 1:** Validation of RNA sequencing.

**Gene**	**Pathway**	**RNA sequencing**	**PCR validation**		
		**Fold change**	**Mean FC**	**SEM**	***p-*value**
*Ankrd2*	Muscle differentiation	82.82346937	6.3222	1.378	0.0157
*Fam110c*	Cell migration	81.57599817	4.471	0.63	0.004
*Fcgr3a*	Tissue remodeling	38.00645515	14.15	2.066	<0.0001
*Cpeb1*	Cell migration	28.80605667	4.649	0.6437	<0.0001

*Top differentially expressed genes in the RV of SuHx vs. control rats validated by qPCR in an independent cohort of animals (n = 5 per group)*.

**Figure 2:**
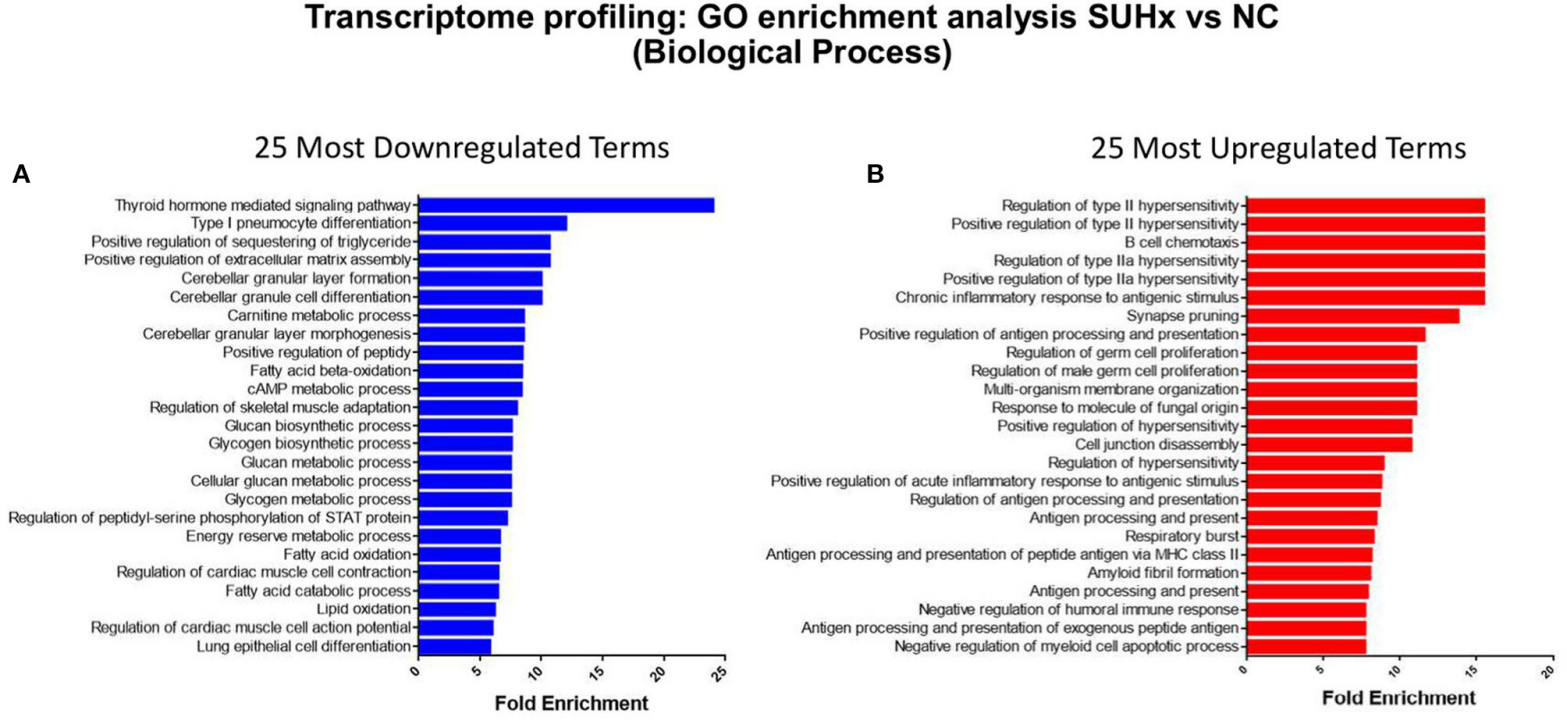
Gene ontology enrichment analysis of biological processes in the RV transcripts between Sugen 5416/hypoxia (SuHx) and control groups. **(A)** The top 25 most significantly downregulated and **(B)** the top 25 most significantly upregulated terms by false discovery rate (FDR).

### Treatment With Acetazolamide Prevents Pulmonary Hypertension and Vascular Remodeling in Sugen 5416/Hypoxia-Induced Pulmonary Hypertension

As we previously reported, early treatment with ACTZ (from days 7 to 24 after SuHx-Protocol, Supplementary Figure 1) led to significantly lowered RVSP and mPAP compared to those of the SuHx group (Figures 3A,B), without affecting the LVSP (Figure 3C). RVH as assessed by FI and RV/BW were significantly decreased in the SuHx/ACTZ group (Figures 3D,E). Histologic evaluation of peripheral lung sections showed that there was increased wall thickness of arterioles <100 μm in diameter in SuHx animals and a significant reduction in wall thickness in pulmonary arterioles in the ACTZ treatment group. Given the early time point in the disease course (3 weeks), we did not observe any occlusive or plexiform lesions, known to occur at 13–14 weeks after SuHx exposure (Figures 3F,G).

**Figure 3:**
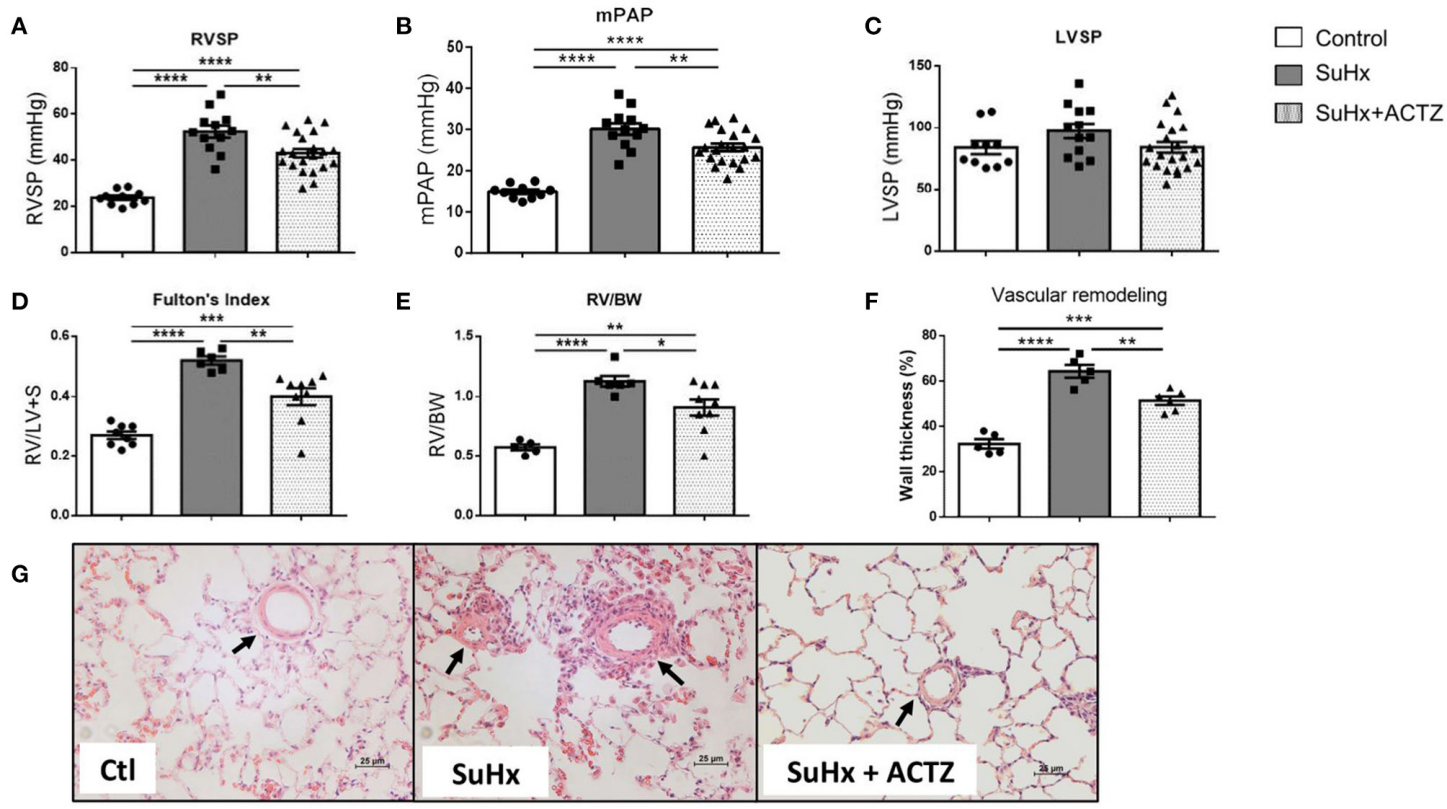
Treatment with acetazolamide (ACTZ) ameliorates Sugen 5416/hypoxia (SuHx)-induced pulmonary hypertension (PH). Improved hemodynamic parameters with ACTZ treatment **(A)** Right ventricular (RV) systolic pressure (RVSP), **(B)** mean pulmonary artery pressure (mPAP), and **(C)** left ventricular systolic pressure (LVSP) in mmHg in the three experimental groups [control (Ctl), SuHx, and SuHx+ACTZ] (*n* = 10–21 animals per experimental group). Amelioration of RV hypertrophy (RVH) with ACTZ treatment, **(D)** Fulton's index (FI), and **(E)** RV-to-body weight ratio (*n* = 6–9 animals per experimental group) (FI, ratio of RV weight to left ventricular+septal weight). Amelioration of pulmonary vascular remodeling after treatment with ACTZ. **(F)** Morphometric analysis of pulmonary vascular remodeling assessed by % wall thickness. *n* = 6–15 arterioles (diameter 50–100 μm) from *n* = 5–6 animals per group. **(G)** Representative images of pulmonary arterioles on H&E-stained lung sections of Ctl, SuHx, and SuHx animals treated with ACTZ. Scale bars = 25 μm. Arterioles indicated by arrows. Data presented as mean ± SEM. Statistical analysis by one-way ANOVA and Tukey's *post-hoc* test. Error bars are mean ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

### Carbonic Anhydrase Inhibitor Acetazolamide Improves Right Ventricular Compliance and Function Without Compromising the Left Ventricular Function

To evaluate the effects of ACTZ on the RV, we first assessed PAAT, which is a measure of PAP, vascular resistance, and RV compliance. As expected, SuHx animals had a significantly lower PAAT (Supplementary Figure 4) that significantly increased after ACTZ treatment and was similar to the control group. To normalize for heart rate variability, we used the ratio of PAAT to ET with similar results. The PAAT/ET ratio threshold of ≤0.25, which we have previously shown to be a reliable diagnostic marker of pulmonary hypertension (PH) (26), was consistently less or equal to 0.25 in all but one SuHx animal and was ≥0.25 in all controls and all but two ACTZ treatment animals (Figure 4A). Similarly, the echocardiographic marker of RVH—RV wall thickness (RVWT)—was significantly lower in the SuHx/ACTZ group compared to the SuHx group. Our previously validated RVWT cutoff value of >1.03 mm that reliably predicts RVH captured all SuHx animals. For the ACTZ treatment group, although there was improvement of RVH, it did not reach the baseline levels (Figure 4B). To evaluate RV function, we utilized RV end-diastolic diameter (RVEDd), which was significantly increased in the SuHx group and tricuspid annular plane systolic excursion (TAPSE), which was significantly decreased in the SuHx animals. ACTZ treatment restored these measures back to the normal values, as there was no difference with the control group, indicating significantly improved RV function (Figures 4C,D). Finally, we evaluated the effects of ACTZ treatment on the systemic circulation, and we did not observe any differences between groups in the LV function, as assessed by unchanged ejection fraction (EF), fractional shortening (FAC), and cardiac output (Supplementary Figures 5A–C). Similarly, there were no changes in indices of LV remodeling as assessed by LV end-diastolic volume and posterior and anterior wall thickness (Supplementary Figures 5D–F).

**Figure 4:**
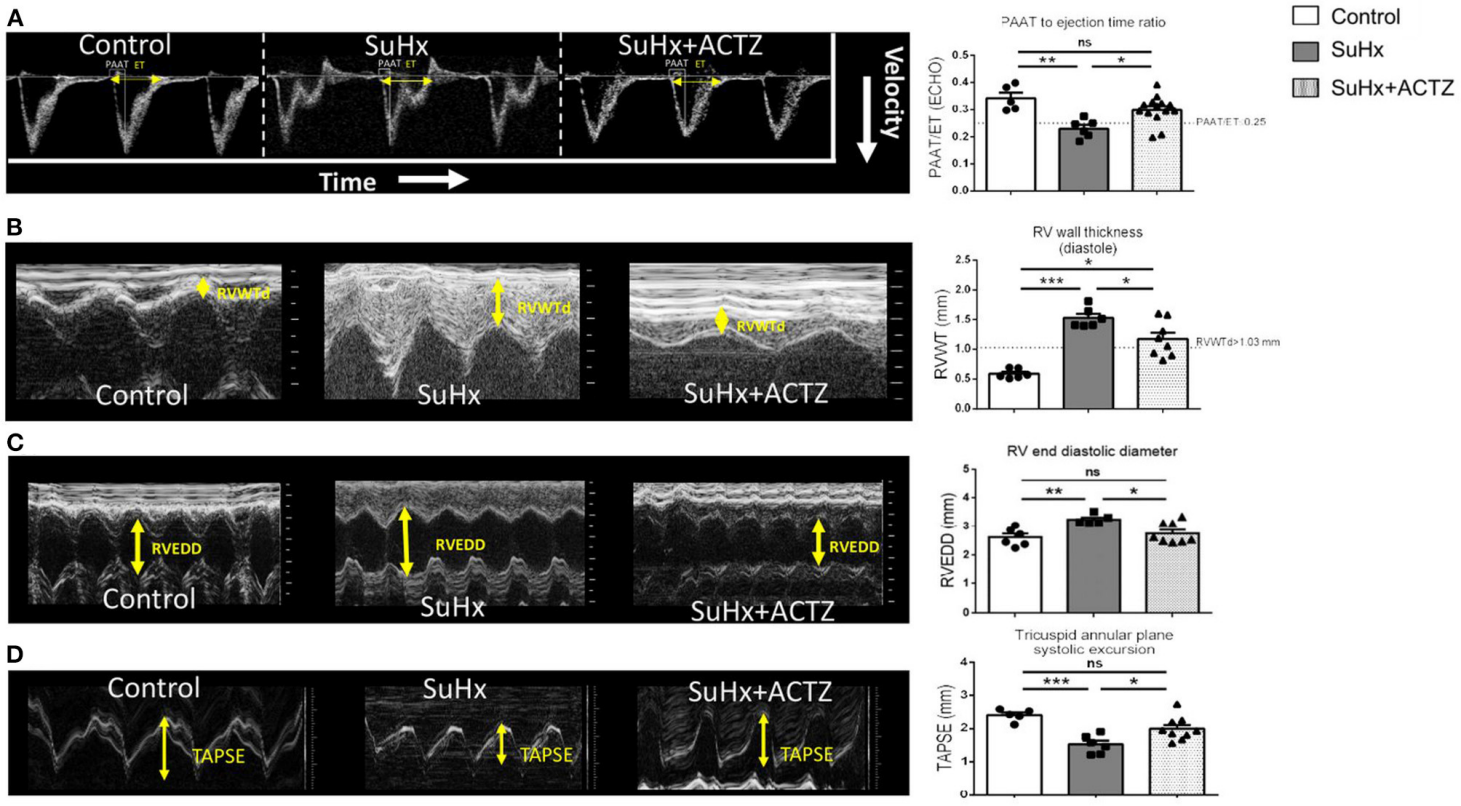
Improved echocardiographic parameters in Sugen 5416/hypoxia (SuHx)-induced pulmonary hypertension (PH) with acetazolamide (ACTZ) treatment. **(A)** Pulmonary artery acceleration time to ejection time ratio (PAAT/ET). Representative pulmonary artery Doppler waveform and quantitative data (*n* = 5–14 animals per group). **(B)** Right ventricular (RV) wall thickness in diastole (RVWT). Representative M-mode images from the right parasternal long axis imaging view and quantitative analysis (*n* = 6–8 animals per group). **(C)** RV end-diastolic diameter (RVEED). Representative M-mode images and quantitative data (*n* = 5–8 animals per group). **(D)** Tricuspid annular systolic excursion (TAPSE). Representative images and quantitative data (*n* = 5–9 animals per group). Experimental groups: Control, SuHx, and SuHx+ACTZ. Statistical analysis by one-way ANOVA and Tukey's *post-hoc* test. Error bars are mean ± SEM (*P < 0.05, **P < 0.01, and ***P < 0.001).

### Acetazolamide Prevents Development of Cardiomyocyte Hypertrophy and Right Ventricular Interstitial Fibrosis

Cardiomyocyte hypertrophy as assessed by analysis of H&E-stained sections from RVs demonstrated that ACTZ treatment prevented hypertrophy at the cardiomyocyte level (Figures 5A,B). 

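In the RV libraries, Nppb rose from 59.7 ± 26.1 CPM in Ctl rats (SD, n = 5) to 414 ± 219 CPM in SuHx rats (SD, n = 5), a log2 fold change of 2.79 (standard error 0.44, adjusted p = 0.00686 by edgeR). Every SuHx rat was above every Ctl rat for Nppb, and leaving out 1 rat at a time kept the log2 fold change between 2.52 and 2.98 and the call. Nppa was 239 ± 449 CPM in Ctl rats (SD, n = 5) and 2410 ± 1650 CPM in SuHx rats (SD, n = 5). Its log2 fold change was 3.34 (standard error 1.12), which did not pass the threshold in edgeR (adjusted p = 0.0776) and did in DESeq2 (adjusted p = 0.0263) and limma-voom (adjusted p = 0.0307). The spread came from Ctl rat 36, at 1041 CPM, while the other Ctl rats lay between 4.56 and 64.1 CPM. Without Ctl rat 36 the log2 fold change of Nppa was 5.96 (adjusted p = 0.0103 by edgeR). Ctl rat 36 also had the highest counts among Ctl rats of the atrial genes Myl7 (5145 reads), Myl4 (2608 reads), Sln (959 reads) and Bmp10 (608 reads).

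**Figure D4:**
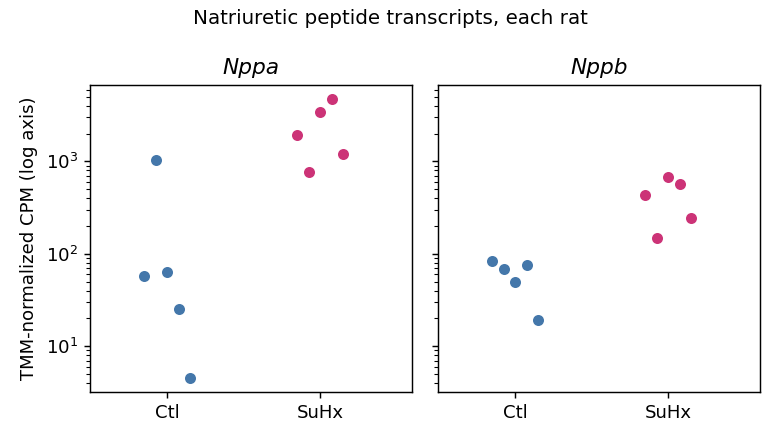
TMM-normalized CPM of Nppa and Nppb (vertical axis, log scale) in each rat, with Ctl rats in blue and SuHx rats in red. Each dot is 1 rat. All SuHx rats are above all Ctl rats for Nppb, and 1 Ctl rat reaches the SuHx range for Nppa.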

We then assessed the classic markers of cardiac hypertrophy and failure, atrial natriuretic peptide (ANP, *Nppa*), and brain natriuretic peptide (BNP, *Nppb*), which were found to be significantly elevated in the SuHx group by RNA sequencing (RNA-seq), and these were again validated to be significantly increased in the SuHx animals of this cohort. We found significantly decreased *Nppa* mRNA levels and a nonsignificant trend of decreased *Nppb* mRNA levels in the RVs in the SuHx/ACTZ group compared to the SuHx group (Figures 5C,D). We also noted increased levels of RV interstitial fibrosis in the SuHx group as assessed by Masson's trichrome staining, and this was significantly decreased in the SuHx/ACTZ group (Figures 6A,B). We did not observe any difference in perivascular fibrosis in between groups. We also evaluated RV expression of several markers of fibrosis (*Tgfb1, Col1a1*, and *Col3a1*), and all were significantly elevated in the SuHx animals and were attenuated by treatment with ACTZ (Figures 6C–E).

**Figure 5:**
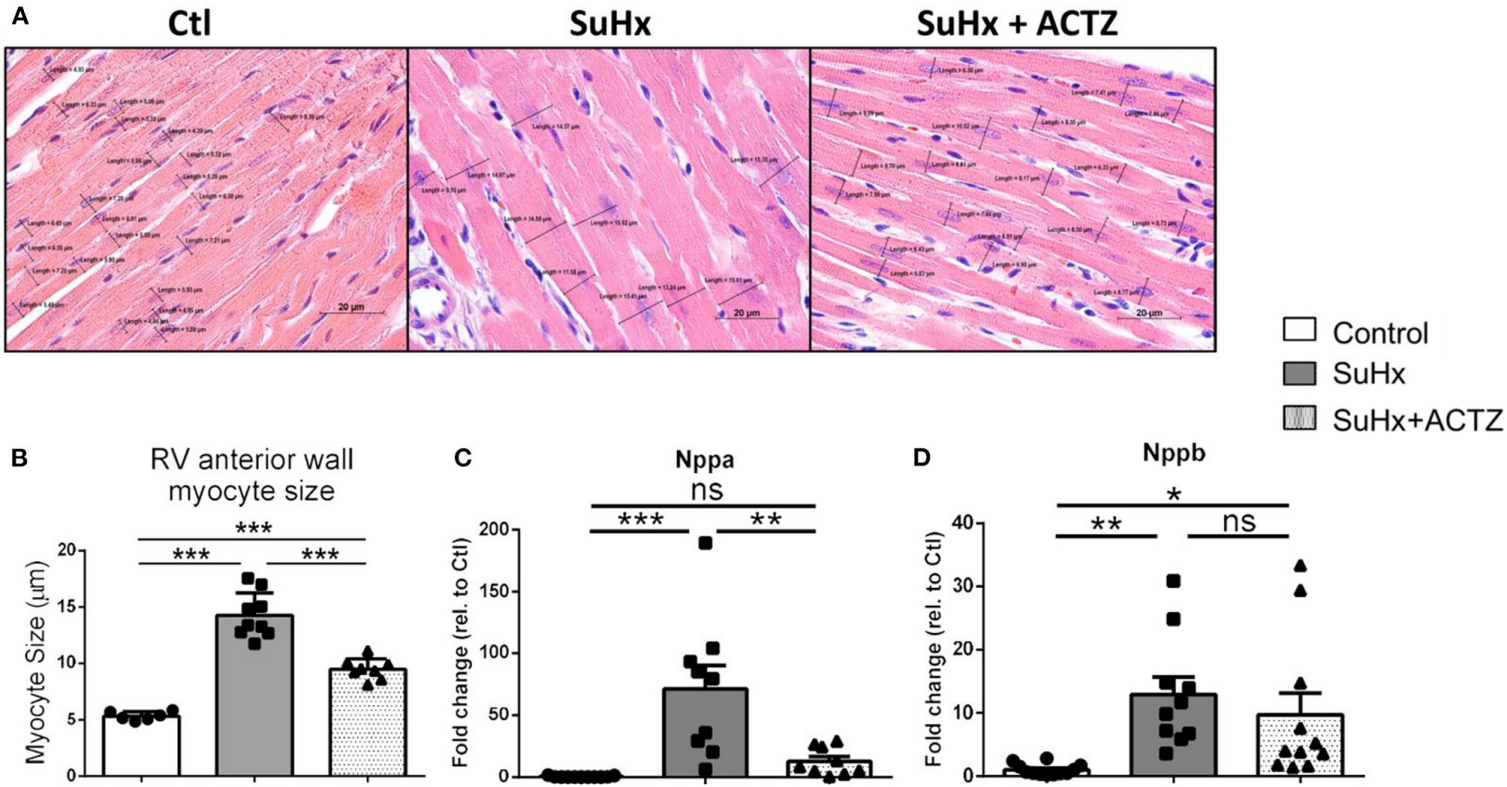
Amelioration of right ventricular (RV) cardiomyocyte hypertrophy in acetazolamide (ACTZ)-treated Sugen 5416/hypoxia (SuHx) animals. **(A)** Representative longitudinal RV free wall sections stained with hematoxylin and eosin. Black lines indicate cell diameters at the level of the nucleus. Scale bar 20 μm. **(B)** Quantitative analysis of myocyte size in the three experimental groups (*n* = 6–9 animals per group). Real-time PCR analysis of mRNA levels of the cardiac hypertrophy transcripts **(C)** atrial natriuretic peptide (*Nppa*) and **(D)** brain natriuretic peptide (*Nppb*) in RV from the experimental groups (*n* = 10–12 per group). Experimental groups: Control, SuHx, and SuHx+ACTZ. Statistical analysis by one-way ANOVA and Tukey's *post-hoc* test. Error bars are mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 6:**
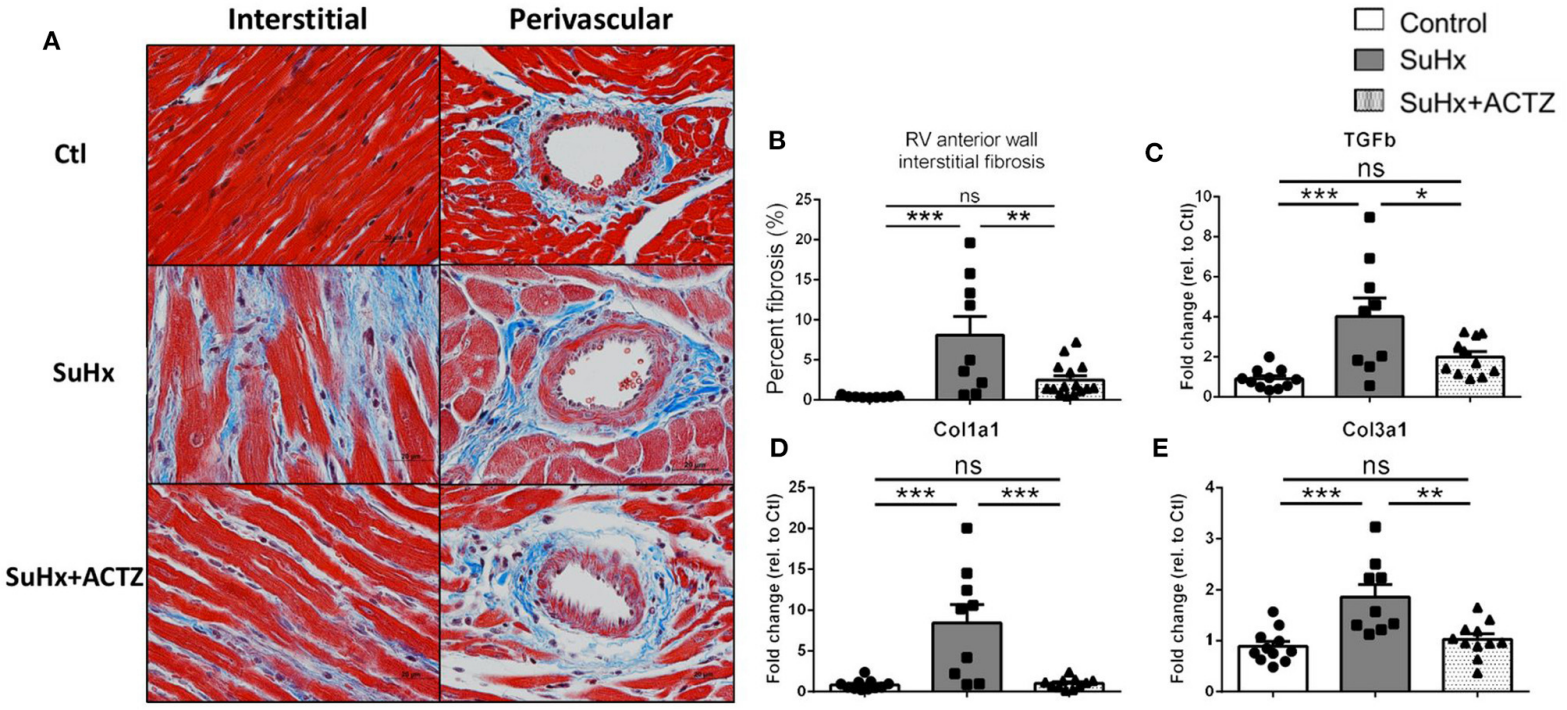
Amelioration of interstitial cardiac fibrosis in the right ventricle of Sugen 5416/hypoxia (SuHx) animals treated with acetazolamide (ACTZ). **(A)** Representative cardiac tissue sections stained with Masson's trichrome stain to detect interstitial and perivascular fibrosis. Scale bar 20 μm. **(B)** Quantitative analysis of interstitial fibrosis in the RV in the three experimental groups (*n* = 6–9 animals per group). Real-time PCR analysis of the fibrosis associated transcripts **(C–E)** transforming growth factor-β1(*Tgfb1*), collagen α-1(I) chain (*Col1a1*), collagen α-1(III) chain (*Col3a1*) (*n* = 10–12 per group). Experimental groups: Control, SuHx, and SuHx+ACTZ. Statistical analysis by one-way ANOVA and Tukey's *post-hoc* test. Error bars are mean ± SEM (*P < 0.05, **P < 0.01, and ***P < 0.001; ns, nonsignificant).

### Acetazolamide Partially Restores the Dysregulated Metabolic Profile of the Right Ventricle in Sugen 5416/Hypoxia-Induced Pulmonary Hypertension

Metabolic switching with suppression of beta oxidation is one of the hallmarks of RVF, which was also supported by our RNA-seq data set in the SuHx group. 

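Of other genes of beta oxidation in the RNA-seq data, Cpt1b, Acadvl and Acads were not called by edgeR with all rats. Cpt1b, the muscle form of carnitine palmitoyltransferase, fell from 486 ± 40.9 CPM in Ctl rats (SD, n = 5) to 332 ± 107 CPM in SuHx rats (SD, n = 5), a log2 fold change of -0.55 (standard error 0.20, adjusted p = 0.0984 by edgeR, 0.0493 by DESeq2), and it was called without SuHx rat 24 (0.0409 by edgeR). Acadvl, a very long-chain acyl-CoA dehydrogenase, had a log2 fold change of -0.65 (standard error 0.23, adjusted p = 0.0879 by edgeR, 0.0357 by DESeq2), and its values in SuHx rats were all below those in Ctl rats. Acadvl was called without SuHx rat 24 or 30 (0.0361 and 0.0480 by edgeR). Acads, a short-chain acyl-CoA dehydrogenase, was 296 ± 34.2 CPM in Ctl rats (SD, n = 5) and 294 ± 69.3 CPM in SuHx rats (SD, n = 5), a log2 fold change of -0.01 (standard error 0.17, adjusted p = 0.971 by edgeR) whose sign reversed without Ctl rat 54 or SuHx rat 25 or 29 (0.0487, 0.00275 and 0.0939). From the lower transcripts of FAO in the SuHx RV (Supplementary Figure 3), the paper proposes a metabolic switch with decreased FAO, and it states that suppressed beta oxidation, seen in its RNA-seq data set, is a mark of RV failure.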

Validation of the RNA-seq data in a separate cohort of animals by real-time PCR showed that three key genes involved in fatty acid transport including cell membrane transport (*Cd36*) and mitochondrial transport (*Cpt1a* and *Cpt1b)* were significantly downregulated in the right ventricles of SuHx animals, and ACTZ treatment restored the expression of *Cd36* but had no effect on *Cpt1a* and *b*. Similarly, we confirmed the downregulation of FAO transcripts, including Acetyl-CoA dehydrogenases for small, medium, and large FA in right ventricles of SuHx animals, and ACTZ treatment significantly upregulated the expression all three enzymes (Figure 7A). This downregulation of *Acadm* in SuHx was also seen at the protein level, and there was a trend of increased expression with ACTZ treatment (Figures 7E,F). We then assessed transcription factors that regulate FAO. Peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Pgc-1*α) was significantly downregulated in the SuHx group, as observed in the RNA-seq data set and confirmed in this cohort, and ACTZ treatment increased its expression levels back to baseline. 

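In the RNA-seq data set, Ppargc1a, the gene of Pgc-1α, fell from 32.3 ± 5.28 CPM in Ctl rats (SD, n = 5) to 18.3 ± 7.53 CPM in SuHx rats (SD, n = 5), and its values did not overlap between the groups. The log2 fold change was -0.82 (standard error 0.25), with an adjusted p of 0.0563 by edgeR, just above the threshold. DESeq2 gave an adjusted p of 0.0164, and edgeR without the filter on low counts gave 0.0493. Without SuHx rat 24 or SuHx rat 30 the gene was called (adjusted p = 0.0272 and 0.0278 by edgeR), with log2 fold changes of -0.98 and -1.01. Adjusted p by edgeR lay between 0.0786 and 0.125 with any other rat left out.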

Peroxisome proliferator-activated receptor (*Ppar*) gamma (*Ppar-*γ) showed a similar trend, and there were no differences on *Ppar-*α, estrogen-related receptor (Err) alpha, *Err-a, and Err-*γ (Figure 7D).

**Figure 7:**
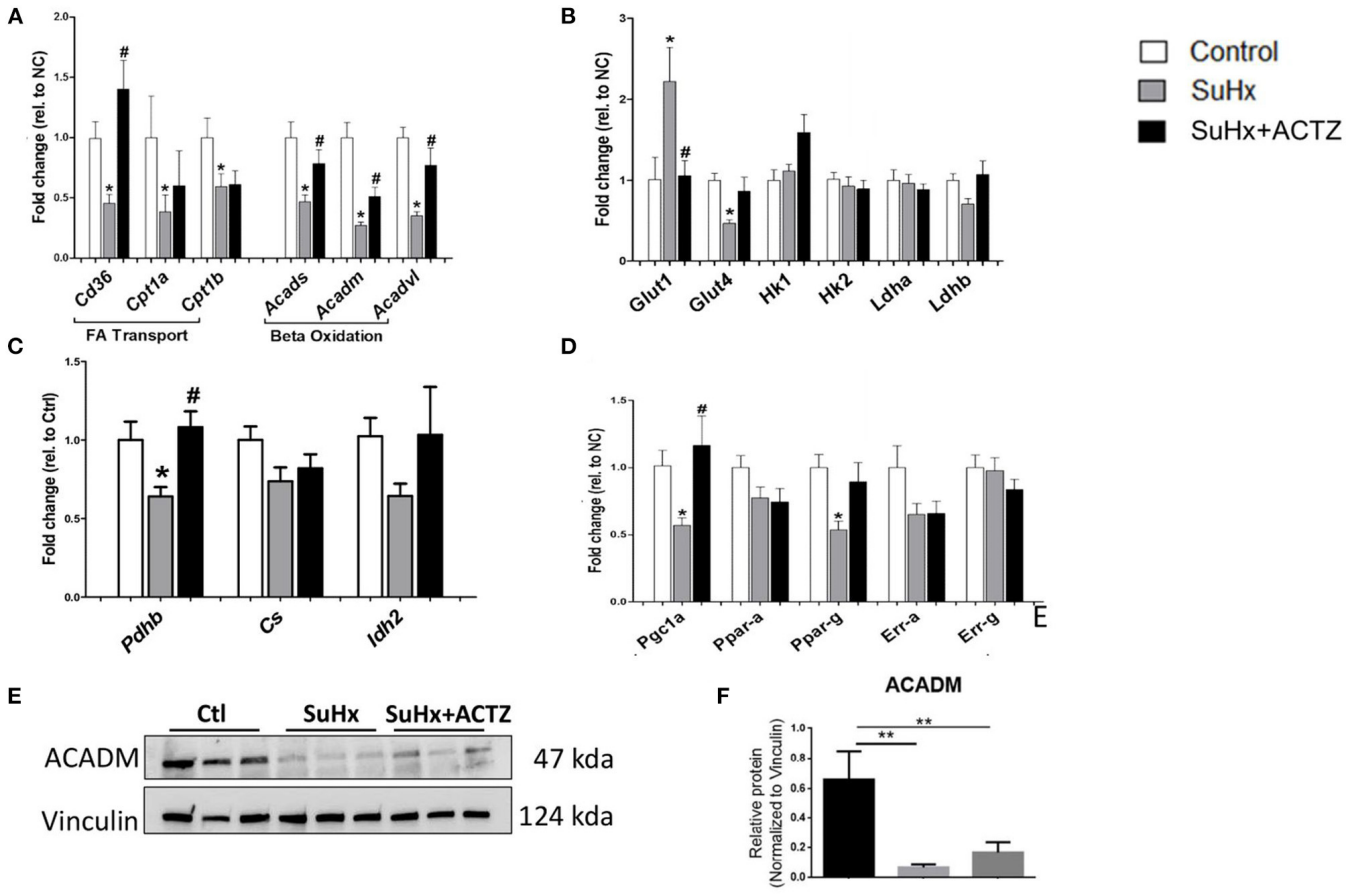
Effects of acetazolamide (ACTZ) treatment on right ventricular (RV) metabolism associated markers in Sugen 5416/hypoxia (SuHx) animals. **(A)** Fatty acid transport and oxidation transcripts. **(B)** Glucose uptake and glycolysis markers. **(C)** Tricarboxylic acid cycle enzymes. **(D)** Mitochondrial transcription factors. **(E)** Representative immunoblots for beta oxidation enzyme medium-chain specific acyl-CoA dehydrogenase (ACADM) and **(F)** quantitative analysis of ACADM protein levels in the three experimental groups (*n* = 3 per group). Experimental groups: Control, SuHx, and SuHx+ACTZ. Statistical analysis by one-way ANOVA and Tukey's *post-hoc* test. Error bars are mean ± SEM (*P < 0.05, **P < 0.01 compared to control, and ^#^*P* < 0.05 compared to SuHx).

We subsequently evaluated markers of glycolysis and found that glucose transporter 1 (*Glut1*) was significantly upregulated in the SuHx group, and ACTZ treatment decreased its expression to baseline levels. Insulin-regulated glucose transporter 4 (*Glut 4*) was downregulated in the SuHx rats, and there was a trend toward increased expression with ACTZ treatment. 

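Across the RV libraries, Hk1 was 145 ± 12.6 CPM in Ctl rats (SD, n = 5) and 155 ± 63.2 CPM in SuHx rats (SD, n = 5), a log2 fold change of 0.10 (standard error 0.21, adjusted p = 0.775 by edgeR). The value of Hk1 was 264 CPM in SuHx rat 29 and between 114 and 156 CPM in the other SuHx rats, and without rat 29 its log2 fold change was -0.19. Hk2 had a log2 fold change of -0.55 (standard error 0.24, adjusted p = 0.153 by edgeR). For Ldha the log2 fold change was 0.04 (standard error 0.15, adjusted p = 0.866 by edgeR), with a negative sign without Ctl rat 36 or SuHx rat 25 or 29 (-0.00637, -0.0197 and -0.0688). Ldhb had a log2 fold change of 0.12 (standard error 0.15, adjusted p = 0.642 by edgeR), which lay between 0.043 and 0.20 with 1 rat left out. With all rats, none of these 4 genes was called by edgeR, DESeq2 or limma-voom, and Hk2 was the 1 gene with an unadjusted p under 0.05 by edgeR. Hk2 was called lower with SuHx rats 23 to 25 only (log2 fold change -1.01, adjusted p = 0.0184 by edgeR). The glycolysis list had a median log2 fold change of 0.10 over 17 genes (camera, adjusted p = 0.836), with Pgam1 called higher (log2 fold change 0.87) and Pfkm called lower (log2 fold change -1.01), both named after their values were seen.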

No significant differences were found in the rest of the glycolytic transcripts between the three groups, including hexokinase I and II (*HkI, HkII*) and lactate dehydrogenases A and B (*Ldha, Ldhb*), similar to the transcriptomic data (Figure 7B). We then assessed transcripts involved in the citric acid cycle and found significant downregulation of pyruvate dehydrogenase b (*Pdhb*) mRNA in the SuHx group with the expression returning to control levels in the SuHx/ACTZ group. We did not find significant differences in the expression of other enzymes of the citric acid cycle including citrate synthase (*Cs*) and isocitrate dehydrogenase (*Idh2*) (Figure 7C). We found a similar pattern in the metabolic profile of the LV when we evaluated the expression of the above markers, but the changes were of a smaller magnitude (Supplementary Figure 6).

## Discussion

We report a distinct transcriptomic signature of RVH in the early phase of SuHx-induced PAH (3 weeks) that is suggestive of dysregulated metabolic pathways in association with RVH and fibrosis. We further demonstrate a favorable response to ACTZ treatment with prevention of RVH and fibrosis, improvement of RV compliance and function, and a shift toward normalization of the RV gene expression that suggests reversal of metabolic switching at the transcriptomic level.

The transcriptomic profile of the RV in the SuHx rat model of PAH was previously described by Legchenko et al. (29) who performed RNA-seq analysis at a much later time point (9 weeks) and used a 3-week-hypoxic group as control. At this late stage of RVF that was associated with increased mortality, the transcriptomic analysis along with complementary imaging modalities demonstrated inhibition of fatty acid transport and oxidation along with abnormal glucose uptake, mitochondrial dysfunction, and impaired oxidative phosphorylation (29). These findings are also in agreement with findings in humans with end-stage PAH (30). In our studies, we demonstrate a similar inhibition of fatty acid transport and oxidation at the transcriptomic level, at a much earlier time point, suggesting that these metabolic alterations occur early in the disease process and thus may be therapeutically targeted.

The contribution of RV metabolic reprogramming to PH-associated RVF was also demonstrated by Graham et al. (31) who described the vascular adaptation of the RV to experimental PH in the SuHx model in female rats at Denver altitude. Using stereology, these authors found significant augmentation of the RV vascular network in the PH animals. Additionally, using steady-state metabolomics at the 8-week time point, they demonstrated that the altered substrate utilization by the RV is not due to inadequate metabolic substrate delivery but rather due to an intrinsic RV metabolic switch in substrate utilization.

Drake et al. (32) evaluated the molecular signature of RVF using the SuHx model and pulmonary artery banding (PAB) + Cu^+2^-low diet model in rats and compared it to the adaptive RVH transcriptomic signature of the chronic hypoxic and PAB rat models. They used microarray and pathway analysis to conclude that the most significant changes in RVF were related to cell growth, angiogenesis, and energy metabolism. Importantly, they demonstrated that these changes were reversible with carvedilol treatment in the SuHx model. Another study by Gomez-Arroyo et al. (16) also tried to elucidate the metabolic dysregulation between adaptive and maladaptive RVH by comparing the RV metabolic profile of the PAB model and the SuHx model, respectively. The authors emphasized the impact of *Pgc-1*α downregulation on the transcriptional regulation of enzymes regulating beta oxidation during RVF. In this study, in which the length of hypoxic exposure after Sugen injection was 4, as opposed to 3 weeks in our study, a pattern of downregulated transcripts of acyl-CoA-dehydrogenases distinguished RVF from adaptive RVH in which acyl-CoA-dehydrogenase expression was increased. We observed the same pattern in our model at an earlier time point after 3 weeks of hypoxic exposure (decreased RV expression of *Pgc-1*α and acyl-CoA-dehydrogenases), and ACTZ treatment was associated with an increased expression similar to the control animals. This further supports our hypothesis that ACTZ has a favorable effect on RV dysfunction.

Furthermore, Potus et al. (33) reported on the transcriptomic signature of decompensated RVF in the monocrotaline (MCT) model and found changes in mitochondrial, inflammatory, and angiogenic abnormalities. Although our study lacks the detailed hemodynamic profiling of this prior study in the MCT model, the overall theme of mitochondrial–metabolic dysregulation is remarkably similar and corroborated by studies in human patients with end-stage PAH (30). A recent study by Murashige et al. (34) in patients with left heart failure provided definitive evidence that fatty acid utilization is the primary fuel source in normal human heart and that cardiac failure is accompanied by decreased fatty acid utilization. This study also supports an increased role for proteolysis in cardiac failure as well as increased utilization of ketones and lactate.

RV fibrosis was previously described in several models of PAH including the hypoxic (35), MCT (36), and SuHx models (37, 38), as well as in the PAB model that is not characterized by pulmonary vascular disease (38). Although initially adaptive, excessive RV fibrosis can impair RV function by various mechanisms including RV stiffness and diastolic dysfunction, impaired excitation–contraction coupling, disrupted coordination of myocardial contraction, and ventricular dilation (39). In agreement with prior studies (38, 40), we found significantly increased interstitial fibrosis in the RV in SuHx animals, whereas perivascular fibrosis was not increased. We found a significant decrease of RV fibrosis in the SuHx model of PAH in response to ACTZ treatment, and this was associated with improved echocardiographic markers of RV function. Other studies have reported similar findings with the use of the oral endothelin receptor antagonist bosentan in the hypoxic model (35), inhaled iloprost in the SuHx and PAB models (38), and the beta blocker bisoprolol in the MCT model (36). Additionally, da Silva Gonçalves Bós et al. (40) reported reversal of established PAH in the SuHx model with the use of the oral acetylcholinesterase inhibitor pyridostigmine. RV fibrosis is also a known feature of human PAH and is associated with RV dysfunction, but whether this is a causal and fully reversible process amenable to therapeutic targeting needs to be evaluated further (39).

Despite the beneficial effects we observed with ACTZ in our studies, the role of CAs in the pathogenesis of PH remains unclear. We have previously shown that CA II (CA2) is upregulated in the alveolar macrophages of SuHx animals at both the mRNA and protein levels that this coincided with macrophage activation. As a result, we found that ACTZ was associated with amelioration of pulmonary and systemic inflammation in the SuHx model (22). In addition, CA2 mRNA was increased in the lungs of SuHx animals compared to controls and in the lungs of human patients with idiopathic PAH. Given that CAs are ubiquitously expressed throughout the body, it is possible that ACTZ has pleiotropic effects as a CA inhibitor. In addition, ACTZ exerts physiologic effects that are independent of CA inhibition as reported by Shimoda et al. (41). Specifically in the heart, we speculate that ACTZ restores substrate utilization by promoting FAO, which has been shown to be beneficial as demonstrated by Legchenko et al. (29) with the use of *Ppar-*γ agonist pioglitazone. Additional studies are needed to further elucidate the molecular mechanisms underlying the protective effect of CA inhibition in RV function in PH. There are several limitations to our study. In our current study, ACTZ treatment was initiated 1 week into hypoxia, a time point when the PH phenotype of the SuHx model is not fully established (42); it should therefore be considered preventive. We previously showed that ACTZ ameliorated established disease when used at weeks 5–7 after SuHx, so it would be important to examine the RV metabolic profile at this later time point. Additionally, the dose and route of administration of ACTZ in this study (~100 mg/kg/day in drinking water) were based on prior work that demonstrated its effectiveness and tolerance in the experimental animals (22, 43). Other investigators have used doses of 10–200 mg/kg/day *via* the intraperitoneal route (44) indicating that the dose response and the most effective route of administration need to be further evaluated. Finally, our findings show a dysregulation at the gene expression level of the different metabolic pathways suggestive of a metabolic switch; however, further studies in cardiomyocytes are needed to elucidate the exact metabolic alterations in substrate utilization.

In conclusion, the unique RV transcriptomic signature of the SuHx model of PAH reveals a metabolic gene dysregulation with downregulation of transcripts that involve FAO. Our data support that this metabolic gene dysregulation occurs early in the disease process before the development of overt RVF. Treatment with ACTZ, a CA inhibitor, prevents PH and vascular remodeling with additional beneficial effects on the RV performance, crucial for patient outcomes. The improved RV function is associated with a partial restoration of the dysregulated metabolic profile including the expression of *Pgc1a* transcription factor, which is a key regulator of FAO and mitochondrial biogenesis. We suggest that the CA inhibitor ACTZ may exert pleiotropic beneficial effects in PAH that need to be further delineated in preclinical studies. In addition, given that ACTZ is currently in clinical trials for PAH, it is important to rigorously characterize its effects on cardiac function in order to leverage them therapeutically.

## Data Availability Statement

The datasets generated for this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus under Accession GSE169652.

## Ethics Statement

The animal study was reviewed and approved by Brigham and Women's Institutional Animal Care and Use Committee.

## Author Contributions

FS designed and performed the study and participated in data collection, analysis, and manuscript writing. ZM participated in study execution, data collection, analysis, and manuscript editing. SV, KK, and PZ participated in study execution and manuscript editing. BF and BK analyzed RNA-seq data. SK provided input to study design, execution, and data analysis and reviewed the manuscript. HC contributed to study design, supervision of study execution, manuscript writing, data analysis, and final editing and approval of the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Acetazolamide Improves Right Ventricular Function and Metabolic Gene Dysregulation in Experimental Pulmonary Arterial Hypertension
**Source:** Front Cardiovasc Med. 2021 Jun 17;8:662870. doi: 10.3389/fcvm.2021.662870
**Supplement:** Supplementary Table 1 — Primers for rat genes in quantitative real-time PCR.

**Supplementary Table 1.** Primers for rat genes in quantitative real-time PCR

| Gene | Accession No. | Forward Primer | | Reverse Primer |
| --- | --- | --- | --- | --- |
| *Ankrd2* | NM_001107589.1 | | 5'- CGGGATCCAGAACCTCATA -3' | 5'- CTTTCAGGAATGTCTCCTCATC -3' |
| *Acads* | NM_022512.2 | | 5’- GGGCCTCATCTACAGCTAA -3’ | 5’- CAGGGTTTGCATGGCTATC -3’ |
| *Acadm* | NM_016986 | | 5'- GGGTTTAGCTTCGAGTTGAC -3' | 5'- CAGGGTTTGCATGGCTATC -3' |
| *Acadvl* | NM_012891.2 | | 5'- CTAGGAGAAGTGGGAGATGG -3' | 5'- CATGATCAACCGCCTTGG -3' |
| *Cd36* | NM_031561.2 | | 5'- CATGCAAGTCCTGATGTCTC -3' | 5'- CAGTTATGGGTTCCACATCC -3' |
| *Col1a1* | NM_053304.1 | | 5'- GATGGATTCCAGTTCGAGTATG -3' | 5'- GCTGTTCTTGCAGTGATAGG -3' |
| *Col3a1* | NM_032085.1 | | 5'- GAACTCAAGAGCGGAGAATAC -3' | 5'- GTCATGGGACTGGCATTTAT -3' |
| *Cpeb1* | NM_001106276.1 | | 5'- GCTCTCTGAGTGTGGAGT -3' | 5'- CGGACGGACTTCTCTAGTT -3' |
| *Cpt1a* | [NM_031559.2](https://www.ncbi.nlm.nih.gov/nuccore/NM_031559.2) | | 5'- GCTGTATCGTCGCACATTAG -3' | 5'- TGGATGGTGTCTGTCTCTT -3' |
| *Cpt1b* | [NM_013200.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_013200.1) | | 5’- GATGCAGTTCCAGAGAATCC -3’ | 5’- CACTCTACCCTTCCTCCTG -3’ |
| *Cs* | NM_130755.1 | | 5'- GCCAGAAACTGCTACCTAAG -3' | 5'- AAGAGACCTGTTCCTCTGT -3' |
| *Errα* | [NM_001008511.2](https://www.ncbi.nlm.nih.gov/nuccore/NM_001008511.2) | | 5'- TGGTGGTTGAACCTGAGAA -3' | 5'- GAGGAGAAGCCTGGGATG -3' |
| *Errγ* | NM_203336.2 | | 5'- AGGGTGGCAGATGAGTATAA -3' | 5'- GTGGAGAAGCCTGGGATA -3' |
| *Fam110c* | NM_001025051.1 | | 5'- AGGGTGGCAGATGAGTATAA -3' | 5'- TGGAGGTGGTAACATAGAGG -3' |
| *Fcgr3a* | NM_207603.1 | | 5'- CAGTCTATGAGGAACCCAAAC -3' | 5'- AGTCCACAGGGAAGCTAATA -3' |
| *Glut1* | NM_138827.1 | | 5'- TTCGGCTTAGACTCCATCA -3' | 5'- GAAGGGCAACAGGATACAC -3' |
| *Glut4* | NM_012751.1 | | 5'- CTCAATGGTTGGGAAGGAAA -3' | 5'- CCGTCCGAGAATGAGTATCT -3' |
| *Hk1* | [NM_012734.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_012734.1) | | 5'- TGATGGAGGTGAAGAAGAGGC -3' | 5'- GGCAGCATTTTGACAGTAGCT -3' |
| *Hk2* | NM_012735.2 | | 5'- GCCGTAGTGGACAAGATAAG -3' | 5'- TGGCAAAGTGAGGATGAAG -3' |
| *Idh2* | [NM_001014161.1](http://www.ncbi.nlm.nih.gov/nuccore/NM_001014161.1) | | 5'- CACCAGTACCAACCCTATTG -3' | 5'- GAGTCTGTGCAAACCTGAT -3' |
| *Ldha* | [NM_017025.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_017025.1) | | 5'- TCCCTGAAGTCTCTGAACC -3' | 5'- CACTTCGTATGCACTGTCAA -3' |
| *Ldhb* | [NM_012595.2](https://www.ncbi.nlm.nih.gov/nuccore/NM_001316333.1) | | 5'- TCCAACCCAGTGGATATTCT -3' | 5'- GGCCATGAGGTAACGAAAC -3' |
| *Nppa* | NM_012612.2 | | 5'- TTTCAAGAACCTGCTAGACC -3' | 5'- CTCAGAGAGGGAGCTAAGT -3' |
| *Nppb* | NM_031545.1 | | 5'- GATGATTCTGCTCCTGCTTT -3' | 5'- GAGCCATTTCCTCTGACTTT -3' |
| *Pdhb* | NM_001007620 | | 5’- GACAGTTCGTGAAGCCATTA -3’ | 5’- GCCTCTGCTAACCTTGTATG -3’ |
| *Ppargc1a* | NM_031347.1 | | 5'- GGGATGATGGAGACAGCTA -3' | 5'- TTCATTCGACCTGCGTAAAG -3' |
| *Pparα* | [NM_013196.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_013196.1) | | 5'- GATTTCTCAGTCCCTCGGA -3' | 5'- AGAGAGGGTGTCTGTGATG -3' |
| *Pparγ* | [NM_013124.3](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=223941861) | | 5'- GTCTCACAATGCCATCAGG -3' | 5'- AGCAGACTCTGGGTTCAG -3' |
| *Tgfb1* | [NM_021578.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_021578.2) | | 5'- AACAATTCCTGGCGTTACC -3' | 5'- CCCTGTATTCCGTCTCCTT -3' |

Definition of genes: *Ankrd2* (ankyrin repeat domain-containing protein 2), *Acads* (short-chain Acyl-CoA dehydrogenase), *Acadm* (medium-chain Acyl-CoA dehydrogenase), *Acadvl* (very long-chain Acyl-CoA dehydrogenase), *Cd36* (cluster of differentiation 36), *Col1a1* (collagen type I alpha 1 chain), *Col3a1* (collagen type III alpha 1 chain), *Cpeb1* (cytoplasmic polyadenylation element binding protein 1), *Cpt1a* (carnitine palmitoyltransferase 1A), *Cpt1b* (carnitine palmitoyltransferase 1B), *Cs* (citrate synthase), *Errα* (estrogen-related receptor alpha), *Errγ* (estrogen-related receptor gamma), *Fam110c* (family with sequence similarity 110 member C), *Fcgr3a* (Fc fragment of IgG receptor IIIa), *Glut1* (glucose transporter 1), *Glut4* (glucose transporter 4), *Hk1* (hexokinase 1), *Hk2* (hexokinase 2), *Idh2* (isocitrate dehydrogenase (NADP(+)) 2), *Ldha* (lactate dehydrogenase A), *Ldhb* (lactate dehydrogenase B), *Nppa* (natriuretic peptide precursor A), *Nppb* (natriuretic peptide precursor B), *Pdhb* (pyruvate dehydrogenase beta subunit), *Ppargc1a* (peroxisome proliferator-activated receptor gamma coactivator 1-alpha), *Pparα* (peroxisome proliferator-activated receptor alpha), *Pparγ* (peroxisome proliferator-activated receptor gamma), *Tgfb1* (transforming growth factor beta 1).

How the deposited data were processed for this re-analysis (not part of the article)

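RNA sequencing measured transcripts in the RV free wall of 10 rats, 5 SuHx rats (numbers 23, 24, 25, 29 and 30) and 5 Ctl rats (numbers 34, 36, 52, 53 and 54), 24 days after injection. Conditions and rat numbers were taken from the sample labels and the paper. The 2 groups share no rat number, so no pairing was used.

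The authors sequenced paired reads of 150 bases, aligned them with STAR 2.5.4a to the Ensembl rat genome and counted those over exons with HTSeq 0.9.1. They deposited the resulting whole-number counts per gene for each rat, without normalization or filtering, and tested them with DESeq2 1.26.0. Neither the strand option of the counting nor the annotation release is given in the sources used here. Each file also holds 5 summary lines that name no gene, and these stayed out of library sizes and tests. Reads over no gene made up 53.4% to 55.0% of uniquely aligned reads, and reads over more than 1 gene 0.741% to 1.15%. Gene names were used as the files give them.

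Total counts on genes lay between 14190200 and 19531367 per rat. The smallest difference between the counts of 2 libraries of a group, over genes with at least 10 counts, was a chi-square of 18.5 per degree of freedom, so no library was treated as a duplicate (20 pairs compared). At these depths a gene with no read in a group can only be given a limit, which was set at 3 counts over the group, and ratios of small counts were given with a 95% counting interval.

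Computation used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0. Genes passed edgeR's filterByExpr with its minimum count of 10, minimum total count of 15 and a smallest group of 5, which kept 12846 of the 18814 genes with a count. Counts were normalized by TMM and tested two-sided between the 2 groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with no covariate. Standard errors were taken from the quasi-likelihood F statistic. Values in CPM are edgeR's counts scaled to the TMM-adjusted library size. Ratios of counts for the genes under the filter were computed from summed counts and the same adjusted library sizes.

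Lists of 9 processes (fatty acid oxidation, fatty acid uptake and storage, oxidative phosphorylation, citric acid cycle and pyruvate dehydrogenase, glycolysis, inflammation, cell proliferation, cytoskeleton organization, and extracellular matrix and fibrosis) and 12 lists of markers and families (cardiomyocyte, endothelial, fibroblast, macrophage, atrial myocyte, skeletal muscle, red blood cell, fat, lung, immediate early, Y chromosome and carbonic anhydrases) were written before the data were examined. They were tested with limma's camera with a preset correlation of 0.01, adjusted within each family. The paper had already reported changes in several of the 9 processes from the same libraries. Lists of blood leukocyte and platelet genes and of aryl hydrocarbon receptor targets were added after the main results were seen, before the values of their genes were looked at. The planned test of the lists was camera. Exact permutation tests of the mean log2 CPM of each list, the 2 added ones included, were added after the results of camera, fry and the splits below were seen. Only those of the 9 process lists were adjusted. The gene ontology annotation behind the paper's overrepresentation test was not used here, and the paper's own values are given as the paper's.

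Genes named in the text are those the study names (33, of which 32 were analysed and Cd36 was not analysed here), the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 1 CPM in a group and no overlap between the groups, the tested carbonic anhydrases, and the 5 genes with the smallest p where a list is broken down. Other names were chosen after their values were seen, as stated beside them. Ankrd2, Fam110c, Fcgr3a and Cpeb1 and the genes in Fig. 1B were seen in the paper before they were tested. The names in Fig. 1B were read from the picture and only tallied. A few single genes that this rule covers are not reported here.

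Alternatives set before the data were examined were DESeq2 in place of edgeR, relative log expression (RLE) size factors in place of TMM, no filter on low counts, a filter of at least 1 CPM in at least 5 libraries, limma-voom with sample quality weights, 1 surrogate variable from svaseq, removal of red blood cell genes, each of the 10 rats left out in turn, subsets of rats by number, and for the lists fry and camera with an estimated correlation. Rat numbers 23 to 25, 29 and 30, 34 and 36, and 52 to 54 run together in the labels, and no batch is named there, so each subset was used as an alternative only. The 10 libraries were also split into 5 and 5 in 100 of the 126 possible ways. Groups of 5 were searched for a rat far from the others with Dixon's test (critical value 0.71).

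The tests were checked on counts simulated from these libraries, with 200 of 12846 genes changed by 2 on the log2 scale in 3 simulations. edgeR recovered 93.5% to 94.5% of the changed genes, and 4.10% to 6.5% of its calls were false. DESeq2 recovered 93.5% to 98.5%, with 11.5% to 15.8% of its calls false, and limma-voom 91% to 93%, with 3.63% to 5.10% false. With no gene changed, edgeR and limma-voom made 0 calls in each simulation and DESeq2 0 to 5. In the data, 292 of the 653 upregulated and 170 of the 438 downregulated genes reached 2-fold. The recovery rates therefore say little about the power for smaller changes. Counts were drawn independently for each gene with dispersions estimated by edgeR, so the comparison of tools may favor edgeR.

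The PCR, hemodynamic and protein measurements and the acetazolamide-treated rats were not analysed here.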

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

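The search for rats far from the rest of their group covered 121 groups of 5 values, of which 6 had such a rat, about as many as the 6.05 that chance gives at 1 in 20. The test of atrial genes in Ctl rat 36, the atrial values without this rat, the ratios of Nppa to Myl4 and Myl7, the permutation test of the skeletal muscle list and the test of atrial tissue in SuHx rat 24 were chosen only after the result was seen, and the list of aryl hydrocarbon receptor targets after that of Cyp1a1.

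Nppa stood at 1040.98 CPM in Ctl rat 36, while the other Ctl rats lay between 4.56 and 64.1 CPM. The same library had the highest Myl7, Myl4, Sln and Bmp10 of the Ctl rats, 4 of 4 atrial genes tested, with 608 reads of Bmp10 against 0 to 30 in the other Ctl rats. A candidate explanation is atrial tissue in this sample, since all 4 genes that this needs are there. An effect of the rat itself stays open, as no record of the dissection was used here. For the rise of Nppa in SuHx rats the same explanation was tested. The median log2 fold change of Myl7, Myl4 and Sln over all rats was -0.89, Bmp10 had 0 reads in all 5 SuHx libraries, and there were 39.3 to 181 Nppa reads per Myl4 read in SuHx rats against 7.28 in Ctl rat 36. Without Ctl rat 36, Nppa rose by 5.96 on the log2 scale, and Myl7, Myl4 and Sln by 1.49, 0.76 and 0.44, none of these 3 called (adjusted p = 0.438, 0.547 and 0.792 by edgeR). The negative median thus rests on Ctl rat 36. What argues against atrial tissue as the whole source in SuHx rats 23, 25, 29 and 30 is the absent Bmp10 and the ratios to Myl4 and Myl7, with 22.5 to 2067 Nppa reads per Myl7 read against 3.69 in Ctl rat 36. In SuHx rat 24 the genes go both ways. Its Myl7, at 264 CPM, was near the 282 CPM of Ctl rat 36, with 2.88 Nppa reads per Myl7 read, while it had 0 reads of Sln and of Bmp10 and 66 of Myl4. For this rat atrial tissue cannot be told apart from a change within the RV, as its atrial genes conflict and it is 1 library.

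Ankrd2 stood at 0.0724 CPM in Ctl rat 52, which was 1 read, while the other Ctl rats had 0. With 1 read this is a matter of counting, and no explanation was tested for it. Skeletal muscle in the dissected SuHx samples was tested as a source of the higher Ankrd2 there. The abundant fast skeletal muscle genes Myh4, Tnnt3, Tnni2, Tnnc2, Mylpf, Actn3 and Pvalb were low in SuHx rats. The highest of their means there was 0.906 CPM, beside 1.39 CPM for Ankrd2. Their change from Ctl rats was not part of this test, so it cannot decide on muscle with fast fibers. The mean log2 CPM of the 5 tested genes of the skeletal muscle list, however, rose by 1.28 (two-sided exact permutation test, p = 0.0159, above the mean of the Ctl rats in 5 of 5 SuHx rats). The genes Myl1 and Mybpc2 of the same list did rise, with log2 fold changes of 3.85 (adjusted p = 0.0116 by edgeR) and 1.79 (adjusted p = 0.0789). Muscle of fast fibers thus stays open. Muscle of slow fibers, which shares genes with the heart, and a change of expression within the heart in the SuHx rats also stay open and were not tested.

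SuHx rat 29 had the highest Col1a1 of its group (1338 CPM, the others 405 to 645 CPM), the highest Slc2a1 (38.4 CPM, the others 19.7 to 23.3 CPM) and the highest Hk1 (264 CPM, the others 114 to 156 CPM). Without this rat the log2 fold changes were -0.33 for Col1a1, 0.15 for Slc2a1 and -0.19 for Hk1. No technical explanation was tested for these values, and the state of the individual rat stays open. The endothelial list had its highest score among Ctl rats in rat 34, at 0.220 above the mean of the Ctl rats on the log2 scale, while the others lay between -0.0903 and -0.0237. No explanation was tested for it.

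Cyp1a1, Fgf23 and Sbsn were among the 5 largest increases and are not named in the paper's text. Their log2 fold changes were 11.30, 5.20 and 4.81, and that of Cyp1a1 was 13.52 without Ctl rat 53. SU5416 is an indole compound, and a candidate explanation for Cyp1a1 is activation of the aryl hydrocarbon receptor, as by the injected drug. Other targets of the receptor, listed without Cyp1a1, rose as well, with a median log2 fold change of 0.70 over the 8 tested. For this list camera gave p = 0.00450, and the two-sided exact permutation test of its mean log2 CPM, added after the result was seen, gave p = 0.0238 (higher in 5 of 5 SuHx rats than the mean of the Ctl rats). The shift held under fry, with a p of 0.0209, and not with an estimated correlation, with a p of 0.154. Ahrr rose by 4.66, Cyp1b1 by 3.79 and Nqo1 by 1.93 on the log2 scale (adjusted p = 0.0120, 0.00500 and 0.00714 by edgeR), while Tiparp, Aldh3a1, Lrat, Ugt1a6 and Nfe2l2 were not called. The drug, hypoxia and the load on the RV were given together in this design, so which of them raised these genes stays open. For Fgf23 and Sbsn no explanation was tested. Fgf23 rose by 3.53 on the log2 scale without SuHx rat 29.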

How the results depend on the processing

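The exact permutation test of list means was chosen only after the result was seen. The alternatives were set before the data were examined, and the causes of changes were not tested unless stated. No paired analysis was possible because the groups share no rat number.

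Of the results that answer a comparison, 295 values under an alternative kept their direction and side of the threshold, or for counts stayed within 1.5 times, 64 counts moved further, 21 were weaker, 3 were stronger and 13 reversed. For single genes together with the macrophage and red blood cell lists, 958 values kept both, 116 were weaker, 38 stronger, 47 reversed and 6 moved. None of the reversed genes and lists had passed the threshold with all rats.

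The number of upregulated and downregulated genes (653 and 438) moved to 1119 and 883 with DESeq2, to 73 and 38 with 1 surrogate variable, to 270 and 157 with SuHx rats 29 and 30 only, to 21 and 15 with control rats 52 to 54 only, and to 1 and 3 with control rats 34 and 36 only. With SuHx rats 23 to 25 only, 829 genes were downregulated. With 1 rat left out, upregulated genes ranged from 224 (without Ctl rat 53) to 1000 (without SuHx rat 24) and downregulated genes from 107 (without Ctl rat 53) to 879 (without SuHx rat 24). The subsets leave 2 or 3 rats in a group, which by itself lowers the power. The surrogate variable lay mostly on SuHx rats 25 (0.774) and 23 (0.432), the SuHx rats farthest from the Ctl rats on the first principal component, so it removed part of the difference between the groups. RLE size factors (620 and 468), no filter (629 and 430), the stricter filter (676 and 453), limma-voom (553 and 487) and removal of red blood cell genes (580 and 453) stayed within 1.5 times.

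FAO genes called lower (10) came to 19 with DESeq2, 0 with 1 surrogate variable, 2 with SuHx rats 29 and 30 only, 1 with control rats 52 to 54 only and 0 with control rats 34 and 36 only, and ranged from 2 to 19 with 1 rat left out. No FAO gene was called higher under any alternative. Genes that the study names, called in 6 cases, came to 15 with DESeq2, 3 with 1 surrogate variable, 11 with SuHx rats 23 to 25 only, 3 with control rats 52 to 54 only and 0 with control rats 34 and 36 only, and ranged from 3 to 11 with 1 rat left out. Of the Table 1 genes, 2 were called, 4 with DESeq2, 4 with no filter on low counts, and 0 with control rats 34 and 36 only. Calls among the Fig. 1B genes fell from 59 to 15 with control rats 52 to 54 only and to 1 with control rats 34 and 36 only. Carbonic anhydrases had 0 calls, and 1 with DESeq2, with limma-voom and with SuHx rats 29 and 30 only, ranging from 0 to 1 with 1 rat left out. Of the marker lists, 2 passed, and 1 did with red blood cell genes removed, since this takes out a list. With DESeq2, without Ctl rat 34 and with control rats 52 to 54 only 3 passed, the immediate early list being the added one each time. The ratio of counts of Ankrd2 could not be given without Ctl rat 52, which holds the only control read, or with control rats 34 and 36 only, which have none. It was not computed for DESeq2, whose fitted fold change was 82.8, or for limma-voom.

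For the process lists, fry gave weaker results for fatty acid uptake and storage (-0.37), citric acid cycle and pyruvate dehydrogenase (-0.14), cytoskeleton organization (0.21) and extracellular matrix and fibrosis (0.35), whose medians are the same and whose adjusted p were 0.0527, 0.277, 0.120 and 0.367. Camera with the correlation estimated from the data also took fatty acid oxidation (-0.65) and inflammation (0.94) out of significance, both with an adjusted p of 0.333, as it did the other 4. Limma-voom weakened the citric acid cycle list (-0.067) and the extracellular matrix list (0.089). The extracellular matrix list was also weaker with SuHx rats 23 to 25 only (0.16) and control rats 34 and 36 only (0.22), and ranged from 0.10 (without SuHx rat 29, no longer past the threshold, as without Ctl rat 54 at 0.27) to 0.48. The citric acid cycle list was weaker with control rats 34 and 36 only (-0.068) and ranged from -0.23 (without SuHx rat 30) to -0.11, and lost significance without Ctl rat 53 (-0.14), Ctl rat 54 (-0.11) or SuHx rat 29 (-0.11). The cytoskeleton organization list was weaker with control rats 34 and 36 only (0.11) and ranged from 0.086 (without SuHx rat 25) to 0.28, past the threshold each time. The fatty acid uptake and storage list was -0.71 with SuHx rats 29 and 30 only and ranged from -0.62 (without SuHx rat 24) to -0.36, past the threshold each time. Cell proliferation became stronger with control rats 34 and 36 only (-0.45), reversed to 0.12 with control rats 52 to 54 only, and ranged from -0.14 to 0.12. The oxidative phosphorylation list became stronger with SuHx rats 23 to 25 only (0.17), reversed to -0.21 with 1 surrogate variable and -0.16 with SuHx rats 29 and 30 only, past the threshold in both (adjusted p = 4.41e-09 and 2.99e-04 by limma's camera), and ranged from -0.053 to 0.13, where it was past the threshold without SuHx rat 29. The preset correlation of 0.01 lay far under the 0.749 estimated for this list, so its small camera p are no evidence of a shift by themselves. The glycolysis list reversed to -0.026 with 1 surrogate variable, -0.0597 with SuHx rats 23 to 25 only and -0.0072 with control rats 52 to 54 only, and ranged from -0.069 to 0.13.

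Splits of the 10 libraries into 5 and 5 were compared with the real split in 100 of 126 possible splits. For the count of called genes, only the real one, 1 of 100, gave as many, and the next gave 0, so chance is excluded for it. For the inflammation list 3 of 100, the real one included, gave a camera p as small, fewer than for any other list. Splits with the conditions mixed thus reached it, and the share was not adjusted over the lists. This comparison therefore does not exclude chance for the inflammation list. Nor is chance excluded for fatty acid oxidation (8 of 100), fatty acid uptake and storage (16), cytoskeleton organization (32), citric acid cycle and pyruvate dehydrogenase (45) or extracellular matrix and fibrosis (54). The exact permutation test, added after these counts were seen, gave p = 0.00794 for the mean log2 CPM of the FAO list and of the inflammation list (0.0357 adjusted over 9 lists), 0.0238 for fatty acid uptake and storage (0.0714), 0.0317 for cytoskeleton organization (0.0714), 0.0794 for extracellular matrix and fibrosis (0.143), 0.103 for the citric acid cycle (0.155), 0.516 for glycolysis (0.663), 0.778 for cell proliferation (0.857) and 0.857 for oxidative phosphorylation (0.857). For the FAO and inflammation lists, camera and the added test thus passed, while the comparison over splits did not exclude chance.

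Single genes reversed as follows. With limma-voom, Col1a1 was -0.17, Acads 0.041, Ldha -0.049 and Ca4 -0.24. With 1 surrogate variable, Esrrg was 0.023, Ldha -0.026, Ca4 -0.63 and Ca11 -0.16. With SuHx rats 23 to 25 only, Col1a1 was -0.29, Acads 0.092, Esrra 0.089, Hk1 -0.29 and Ldha -0.0597. With SuHx rats 29 and 30 only, Pparg was -0.30, Esrrg 0.17, Ldhb -0.0012, Ca4 -1.44 and Ca11 -0.061. With control rats 52 to 54 only, Pparg was -0.0027, Ldha -0.048 and Ldhb -0.0072. With control rats 34 and 36 only, Col1a1 was -0.089, Col3a1 -0.084, Acads 0.010, Nup133 -0.058 and Ca4 -0.31. With 1 rat left out, the log2 fold changes ranged from -0.13 to 0.094 for Acads, -0.022 to 0.31 for Ca11, -0.26 to 0.45 for Ca4, -0.33 to 0.19 for Col1a1, -0.051 to 0.36 for Col3a1, -0.15 to 0.040 for Esrra, -0.19 to 0.18 for Hk1, -0.15 to 0.019 for Idh2, -0.069 to 0.13 for Ldha, -0.029 to 0.19 for Nup133 and -0.39 to 0.27 for Pparg.

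Depth limits the genes with few reads. Ankrd2 and Fam110c rest on 107 and 71 reads in SuHx rats, and the lower bound for Fam110c moved from 25.5 to 11.7 with control rats 34 and 36 only.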

Differences from the paper's values

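All tests in this part were set before the data were examined.

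The paper reports 1129 upregulated and 892 downregulated genes, and edgeR called 653 and 438 here. DESeq2, the tool in the paper's methods, gave 1119 and 883. Of the other alternatives, upregulated genes came within 1.5 times of the paper's number without SuHx rat 24 (1000), without SuHx rat 30 (787) and with SuHx rats 23 to 25 only (969), and downregulated genes without SuHx rat 24 (879) and with SuHx rats 23 to 25 only (829). Neither number did with RLE size factors, no filter, the stricter filter, limma-voom, 1 surrogate variable, red blood cell genes removed, any other single rat left out apart from rat 30 for upregulated genes, SuHx rats 29 and 30 only, control rats 52 to 54 only or control rats 34 and 36 only.

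The paper names Ankrd2 and Fam110c among its most significant genes. Both were under edgeR's filter on low counts, and both were called by edgeR without that filter (adjusted p = 0.0160 and 0.0199) and by DESeq2 (2.41e-04 for each). Fcgr3a and Cpeb1 were called in both.

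Of the 65 genes that Fig. 1B shows as significant, 59 were called here by edgeR and all 65 by DESeq2. Nppa was not called by edgeR (adjusted p = 0.0776), and was by DESeq2 (0.0263), by limma-voom (0.0307), without Ctl rat 36 (0.0103) and with control rats 52 to 54 only (0.0388). Nppb, the other natriuretic peptide, was called (adjusted p = 0.00686 by edgeR). Ppargc1a was not called by edgeR (0.0563), and was by DESeq2 (0.0164), without the filter on low counts (0.0493), without SuHx rat 24 (0.0272), without SuHx rat 30 (0.0278) and with SuHx rats 23 to 25 only (0.0355). Ppargc1b (adjusted p = 0.0589 by edgeR) was called by DESeq2 (0.0136), without the filter (0.0490), by limma-voom (0.0418), without SuHx rat 30 (0.0262) and with SuHx rats 23 to 25 only (0.0213). Cpt1b (0.0984) was called by DESeq2 (0.0493) and without SuHx rat 24 (0.0409). Acadvl (0.0879) was called by DESeq2 (0.0357) and without SuHx rat 24 (0.0361) or 30 (0.0480).

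The paper places cell proliferation among the processes of its upregulated genes. The cell proliferation list used here, which is not the paper's term, had a median log2 fold change of -0.02, with 0 genes called by edgeR or limma-voom, 2 higher and 6 lower at an unadjusted p under 0.05, and 1 higher and 2 lower by DESeq2. The inflammation list rose, as the paper states for that process. The cytoskeleton organization list had a median of 0.21, which passed in camera (adjusted p = 0.00678) and not in fry (0.120). The paper places mitochondrial function among the processes of its downregulated genes. The oxidative phosphorylation list had a median of 0.04, the citric acid cycle list -0.14 and the FAO list -0.65.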

Other observations

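The tests on the labels of SuHx rats 24 and 30, the binomial comparison and list scores for rat 24, the permutation tests of the marker and leukocyte lists, the comparison of macrophage with endothelial genes, and the choice of Ahrr, Myh6, Myh7, Atp2a2, Egr1, Kcnj3, Ddr2, Napsa and Myl1 as genes to name came only after the result was seen.

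SuHx rats 24 and 30 lay nearest to the Ctl rats on the first principal component, and leaving out either raised the number of called genes (1000 upregulated and 879 downregulated without rat 24, 787 and 552 without rat 30). A Ctl library under a SuHx label was tested and is excluded. Of the genes called higher without the rat, rat 24 lay above every Ctl rat in 59.4% and rat 30 in 75.9%, against 26.0% to 37.2% for Ctl rats left out the same way. For rat 24, a further hypothesis is that less SU5416 reached its tissue. Cyp1a1 was 5.15 CPM in rat 24 and 122 to 500 CPM in the other SuHx rats, Cyp1b1 was 29.2 CPM against 250 to 376 CPM, and Nqo1 was 16.3 CPM against 53.1 to 73.3 CPM, with Ctl rats up to 0.469, 29.6 and 16.0 CPM. Ahrr was 0.203 CPM against 7.32 to 14.0 CPM, with Ctl rats up to 0.823 CPM. The other 4 targets with a positive log2 fold change, Tiparp, Aldh3a1, Ugt1a6 and Nfe2l2, were all lowest among SuHx rats in rat 24, 4 of 4. Of all 653 genes called higher, 51.9% were also lowest in this rat, and the comparison set beforehand asked only whether the targets exceeded this share, which they did. A one-sided exact binomial test, added after the result was seen, decides nothing, since with 4 genes and this share even 4 of 4 gives p = 0.0726. The response of rat 24 was not weaker throughout. Its macrophage list score was 1.16 (the other SuHx rats 0.618 to 1.51), its red blood cell list score -2.72 (-2.51 to -1.06) and its Myh7 8530 CPM (3654 to 15463 CPM), while its FAO list score was -0.31 (-1.16 to -0.34). Less drug in the tissue cannot be told apart from another reason for low target genes in this rat, as 4 further targets are too few and the drug was not measured here. In rat 30, which also lay near the Ctl rats, Cyp1a1 was 500 CPM.

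Red blood cell genes fell in SuHx rats, with a median log2 fold change of -2.10 over 7 genes (camera, adjusted p = 4.54e-07 over 12 lists; fry, adjusted p = 0.00634), and their mean log2 CPM was lower in all 5 SuHx rats than in any Ctl rat (two-sided exact permutation test, p = 0.00794). Hba-a1 fell from 1564 ± 562 CPM (SD, n = 5) to 341 ± 131 CPM (SD, n = 5). Reads of the hemoglobin genes can be shared between copies, but Alas2, which has no such copy in the list, fell by 2.10 on the log2 scale (adjusted p = 0.0116 by edgeR). Less blood of every kind left in the tissue is a candidate explanation. The blood leukocyte and platelet genes had a median log2 fold change of 0.64 over 8 tested genes, with 0 called by edgeR or limma-voom, 1 by DESeq2 and 2 higher at an unadjusted p under 0.05. For this list camera gave p = 0.191 and the two-sided exact permutation test of its mean log2 CPM gave p = 0.159. Its genes had log2 fold changes from -0.90 to 1.10, against -2.23 to -1.48 for the red blood cell genes. The 8 tested genes thus did not share the fall, which argues against less blood of every kind for them. Tissue leukocytes make several of these genes and most platelet genes are near 0 reads, so some loss of blood stays open.

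A lower share of cardiomyocytes was tested as a cause of the lower FAO genes, and the marker genes argue against it. The cardiomyocyte list had a median log2 fold change of -0.10 over 12 genes, while the upper quartile of the FAO list was -0.46, and the medians of the macrophage and endothelial lists differed by 1.18. The mean log2 CPM of the cardiomyocyte list, however, fell by 0.37 in SuHx rats (two-sided exact permutation test, p = 0.0159), through Myh6, Atp2a2 and Tnni3, while Tnnt2, Actc1, Myl3 and Mybpc3 had log2 fold changes of -0.04, 0.09, 0.14 and 0.08. Macrophage genes rose, with a median log2 fold change of 1.03 over 12 genes, 7 called higher (camera, adjusted p = 1.64e-07; fry, adjusted p = 0.00624; two-sided exact permutation test of the mean log2 CPM, p = 0.00794). The inflammation list shares genes with this list. Neither list passed with an estimated correlation (adjusted p = 0.236 for macrophage genes).

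Myh6 fell from 24938 ± 1455 CPM (SD, n = 5) to 7682 ± 5313 CPM (SD, n = 5), a log2 fold change of -1.70 (adjusted p = 0.0276 by edgeR). Myh7 rose from 1707 ± 740 CPM (SD, n = 5) to 8198 ± 4625 CPM (SD, n = 5), a log2 fold change of 2.26 (adjusted p = 0.00806 by edgeR). Myh6 was not called without Ctl rat 36, 52, 53 or 54 or SuHx rat 23 (adjusted p by edgeR of 0.0512, 0.0629, 0.0638, 0.0572 and 0.0718). Myh7 was not called with control rats 52 to 54 only (0.0795) or control rats 34 and 36 only (0.182). The genes are paralogs, and reads common to both are uncertain. The groups did not overlap for either gene, and the paper's text does not name them.

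Of the other marker lists, none passed the threshold in camera with all rats and edgeR. The immediate early list passed with DESeq2 (-0.25, adjusted p = 0.0476 by camera), without Ctl rat 34 (-0.37, 0.0205) and with control rats 52 to 54 only (-0.31, 0.0118). With all rats, median log2 fold changes were -0.15 for endothelial genes, 0.04 for fibroblast genes (Ddr2 called lower), -0.52 for atrial myocyte genes (Kcnj3 called lower), 0.82 for skeletal muscle genes (Myl1 called higher), 0.09 for fat genes, 0.68 for lung genes (Napsa called higher, 2 genes tested), -0.24 for immediate early genes (Egr1 called lower) and -0.11 for Y chromosome genes. By the two-sided exact permutation test of the mean log2 CPM, not adjusted over the lists, skeletal muscle genes rose by 1.28 (p = 0.0159) and lung genes by 0.74 (p = 0.0397), each above the mean of the Ctl rats in 5 of 5 SuHx rats. The exact permutation test gave p = 0.135 for endothelial, 0.429 for fibroblast, 0.619 for atrial myocyte, 0.992 for fat, 0.198 for immediate early and 0.0873 for Y chromosome genes. The median of atrial myocyte genes was 0.60 without Ctl rat 36, and their mean log2 CPM rose by 0.42 with all rats. Medians of fibroblast and fat genes also changed sign without Ctl rat 34 (-0.07 and -0.33).

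Acetazolamide is a carbonic anhydrase inhibitor, and 16 genes of that family were listed, whether or not the drug acts on each. Of these, 7 were tested and 0 were called by edgeR. At an unadjusted p under 0.05 there was 1, as there was when adjusted over the list alone, by DESeq2 and by limma-voom, each time Car2. Car2 fell from 22.1 ± 3.12 CPM (SD, n = 5) to 13.2 ± 4.34 CPM (SD, n = 5), a log2 fold change of -0.74 (adjusted p = 0.0561 by edgeR, 0.0197 by DESeq2). Its adjusted p by edgeR fell under the threshold without SuHx rat 25 (0.04995) or 29 (0.0471). The median of the list was -0.28 (camera, adjusted p = 0.585; two-sided exact permutation test of the mean log2 CPM, p = 0.540). With 1 rat left out this median ranged from -0.29 (without Ctl rat 36) to -0.089 (without SuHx rat 24).

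The paper reports PCR of other rats for several genes, and the sequenced libraries gave these values for them. The paper finds Tgfb1, Col1a1 and Col3a1 higher in SuHx rats, and their log2 fold changes here were 0.35, 0.06 and 0.22 (adjusted p = 0.149, 0.898 and 0.605 by edgeR). Other genes of the extracellular matrix list rose more, with Postn at 2.89, Thbs4 at 3.54, Ccn2 at 2.38, Timp1 at 1.89 and Tgfb2 at 2.00, all called by edgeR and named after their values were seen. The paper finds the glucose transporter genes Slc2a1 higher and Slc2a4 lower, and they changed here by 0.37 and -0.48 (adjusted p = 0.320 and 0.105 by edgeR). Slc2a4 was called without SuHx rat 30 (adjusted p = 0.0470). For Pdhb, which the paper finds lower, the log2 fold change was -0.14 (adjusted p = 0.489 by edgeR). It lay between -0.23 and -0.10 with 1 rat left out and was not called in any of these cases. The paper finds no difference in Cs and Idh2, which changed by -0.52 and -0.08 (adjusted p = 0.0511 and 0.775 by edgeR), and Cs was called by DESeq2 (adjusted p = 0.0113), and by edgeR with RLE size factors (0.0489), with red blood cell genes removed (0.0489), with SuHx rats 23 to 25 only (0.0318) and without SuHx rat 24 or 30 (0.0349 and 0.0283). The paper finds a trend to lower Pparg and no difference in Ppara, Esrra and Esrrg, whose log2 fold changes were 0.10, -0.60, -0.04 and -0.30 (adjusted p = 0.869, 0.166, 0.868 and 0.403 by edgeR). Esrrg was called lower without SuHx rat 29 (adjusted p = 0.0281 by edgeR), and Ppara and Esrrg with SuHx rats 23 to 25 only (0.0424 and 0.0150). Nup133, the paper's housekeeping gene in PCR, had a log2 fold change of 0.12 (adjusted p = 0.693 by edgeR). The sign changed without Ctl rat 54 for Col1a1 (-0.0504) and Esrra (0.00680), without Ctl rat 34 for Pparg (-0.00245), without SuHx rat 24 for Pparg (-0.39) and Nup133 (-0.0292), and without SuHx rat 29 for Col1a1 (-0.33), Col3a1 (-0.0505), Esrra (0.0397) and Idh2 (0.0189).

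Reads aligned to more than 1 place came to 0.440 per read on genes in Ctl rat 54 and 1.04 in Ctl rat 52, and to between 1.61 and 2.31 in the other 8 libraries. These reads were not counted on genes.

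Over the study's named genes, 30 were tested, 6 were called by edgeR (3 higher and 3 lower), 13 of the 30 by DESeq2, and 14 when adjusted over the list alone. With 1 rat left out, 3 were called without Ctl rat 34, 52, 53 or 54 or SuHx rat 23, and 11 without SuHx rat 24 or 30.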
